# Genome-wide analysis of Pax8 binding provides new insights into thyroid functions

**DOI:** 10.1186/1471-2164-13-147

**Published:** 2012-04-24

**Authors:** Sergio Ruiz-Llorente, Enrique Carrillo Santa de Pau, Ana Sastre-Perona, Cristina Montero-Conde, Gonzalo Gómez-López, James A Fagin, Alfonso Valencia, David G Pisano, Pilar Santisteban

**Keywords:** Pax8, ChIP-Seq, Expression arrays, CpG island, CTCF, SP1

## Abstract

**Background:**

The transcription factor Pax8 is essential for the differentiation of thyroid cells. However, there are few data on genes transcriptionally regulated by Pax8 other than thyroid-related genes. To better understand the role of Pax8 in the biology of thyroid cells, we obtained transcriptional profiles of Pax8-silenced PCCl3 thyroid cells using whole genome expression arrays and integrated these signals with global cis-regulatory sequencing studies performed by ChIP-Seq analysis

**Results:**

Exhaustive analysis of Pax8 immunoprecipitated peaks demonstrated preferential binding to intragenic regions and CpG-enriched islands, which suggests a role of Pax8 in transcriptional regulation of orphan CpG regions. In addition, ChIP-Seq allowed us to identify Pax8 partners, including proteins involved in tertiary DNA structure (CTCF) and chromatin remodeling (Sp1), and these direct transcriptional interactions were confirmed *in vivo*. Moreover, both factors modulate Pax8-dependent transcriptional activation of the sodium iodide symporter (*Nis*) gene promoter. We ultimately combined putative and novel Pax8 binding sites with actual target gene expression regulation to define Pax8-dependent genes. Functional classification suggests that Pax8-regulated genes may be directly involved in important processes of thyroid cell function such as cell proliferation and differentiation, apoptosis, cell polarity, motion and adhesion, and a plethora of DNA/protein-related processes.

**Conclusion:**

Our study provides novel insights into the role of Pax8 in thyroid biology, exerted through transcriptional regulation of important genes involved in critical thyrocyte processes. In addition, we found new transcriptional partners of Pax8, which functionally cooperate with Pax8 in the regulation of thyroid gene transcription. Besides, our data demonstrate preferential location of Pax8 in non-promoter CpG regions. These data point to an orphan CpG island-mediated mechanism that represents a novel role of Pax8 in the transcriptional output of the thyrocyte.

## Background

Gene regulation has been the subject of intense investigation over the past decades, mainly focusing on detailed characterization of a particular gene or gene family. However, genome-wide mapping of protein-DNA interactions and epigenetic marks is essential for a full understanding of transcriptional regulation. A precise map of binding sites for transcription factors (TFs), core transcriptional machinery, and other DNA-binding proteins is necessary to decode the gene regulatory networks and their contribution to developmental processes and human disease [1]. In fact, regulation of gene expression by TFs is one of the major mechanisms for controlling cell proliferation, differentiation, and function.

To elucidate the mechanism(s) operating in the establishment and maintenance of cell-specific differentiation, we used thyroid epithelial cells as a model system. These cells are the largest cell population of the thyroid gland and express different TFs called Nkx2.1, Foxe1, Hhex and Pax8, which define the thyroid differentiated phenotype [2,3]. It is well known that these factors bind to the promoter regions of thyroid-specific genes, such as the genes encoding Thyroglobulin (*Tg)*, Thyroperoxidase (*Tpo*), and the Sodium Iodide Symporter (*Nis*), thus regulating their expression. Nevertheless, despite the key relevance of these TFs for thyroid biology, few studies have described additional *loci* that are transcriptionally regulated by the above mentioned TFs, nor have sequences been described to which these factors bind in enhancers, silencers, or boundary elements that could potentially regulate the transcription of genes over large distances.

Among these thyroid TFs, Pax8 is a member of the paired box-containing proteins and is expressed in the thyroid and kidney, and in the central nervous system during development [4]. It plays an essential role in the differentiation of thyroid cells and, according to the phenotype of *Pax8* knockout mice, it seems to be responsible for the formation of the follicles of polarized epithelial thyroid cells [5]. Also, the association between mutations of *PAX8* and congenital hypothyroidism in humans underlines an important function of this transcription factor in thyroid pathologies [6]. In order to better understand its role in the maintenance of thyroid function, we explored the transcriptional profile of Pax8-silenced thyroid cells, and integrated these signals with global cis-regulatory sequencing studies (chromatin immunoprecipitation followed by sequencing; ChIP-Seq).

The ChIP-Seq strategy allowed us to identify a large number of novel *in vivo* Pax8 binding sites that were significantly associated with CpG islands or high GC content sequences. Interestingly, immunoprecipitated peaks were mainly located along intronic regions and grouped in distal positions with respect to transcriptional start sites. Consensus sequence screening of these areas suggested Pax8 interaction with several core transcriptional elements (motif ten element, Inr, and BRE), transcription factors belonging to the AP1 family, and trans-elements factors involved in high order chromatin structure (CTCF) and remodeling (Sp1). Co-immunoprecipitation and reporter assays demonstrated both physical binding and transcriptional cooperation between CTCF/Sp1 and Pax8. Combining sequencing and expression array data, we ultimately provided insights into Pax8*-*transcriptional networks in the differentiated thyroid that predict its involvement in relevant biological processes and pathways.

## Results

### Genomic features associated with Pax8 binding sites

In order to identify the genome-wide binding patterns of Pax8 in differentiated thyroid cells, we performed ChIP-Seq in PCCl3 rat thyrocytes using IP and non-IP conditions. Prior to massive sequencing, both conditions were interrogated to verify Pax8 binding site enrichment by means of semi-quantitative PCR (Additional file 1). Using this approach, we confirmed DNA immunoprecipitation of Pax8 binding regions in the rat *Nis* and *Tpo* promoters (Additional file 1A), as previously described [7-9]. Therefore, we considered both IP and non-IP conditions as useful samples to further identify whole genome Pax8 binding sites by means of high throughput sequencing technology. After sequencing analysis, we obtained 11,613,355 and 12,125,758 raw reads for control and IP conditions, respectively. Of these, 6,714,002 (57.8%) and 6,431,519 (53.0%) fulfilled the ≤2 mismatches quality filter.

To further localize regions of Pax8 enrichment, we identified Pax8 peaks genome-wide. Peak detection analysis using MACS defined 13,151 Pax8-enriched regions with an average length of 681 bp (Additional file 2). Visual inspection of the Pax8 binding sites and the profiling data in a genome browser for well-known Pax8 targets like *Nis, Tpo, *[7,9] and *WT1* (Wilms' tumour gene 1) [10], showed Pax8 binding sites close to the 5'-UTRs of these genes as previously described. A detailed analysis of *Nis* (*Slc5a5*, Na^+^/I^−^ symporter), whose transcription status is tightly regulated by Pax8 [7], showed a significant Pax8 binding site overlapping with the *Nis* upstream enhancer (Additional file 1B). These findings clearly validated ChIP-Seq as an efficient and powerful technique for mapping Pax8 binding sites in PCCl3 cells.

Association of Pax8 enriched regions with annotated genomic features indicated that Pax8 tends to localize within intronic regions (82%); only a few peaks revealed binding to coding (6%) or 5'-UTR regulatory regions (2%) (Figure 1). In addition, Pax8 binding sites showed preferential binding to regions located 10-100 kb upstream or downstream of the closest transcription start site (Figure 1). We also assessed the general sequence content of these peaks, including CG content and dinucleotide frequencies. We found a clearly increased correlation between Pax8 binding sites and CpG islands (Figure 2A) and CG simple repeat elements (Figure 2B) in comparison with other dinucleotide combinations throughout the rat genome (Figure 2C and 2D). All these data suggest preferential Pax8 interaction with “orphan” CGIs, CG-rich intragenic elements not associated to 5'-UTR regions [11].

**Figure 1:**
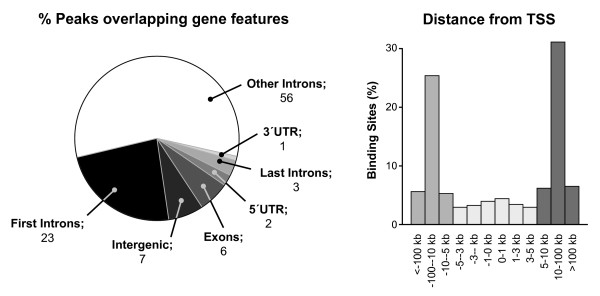
**MACS IP peaks characteristics.** Diagrams show percentage of peaks overlapping with gene features (left), or their location with regard to the closest transcription start site (TSS) (right).

**Figure 2:**
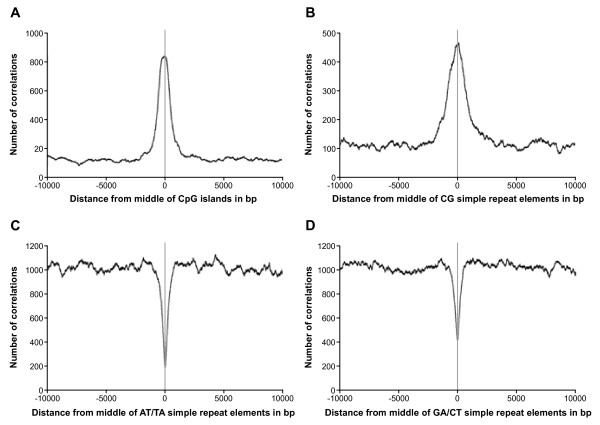
**Pax8 immunoprecipitation enrichment.** Graphs displaying number of correlations versus the distance from middle of CpG islands (panel **A**), CG (panel **B**), AT/TA (Panel **C**) and GA/CT (panel **D**) simple repeat elements as determined by the MACS ChIP-Seq program.

### Pax8 immunoprecipitated regions delineate Pax8 consensus core sequence *in vivo*

We considered the most significant Pax8 peaks (Additional file 3) to evaluate how efficiently ChIP immunoprecipitated the Pax8-DNA binding sequence. Among the most significant consensus motifs obtained using the MEME-chip and TOMTOM *in silico* tools, we observed a significant overrepresentation of Pax-related binding sites, including sites for Pax8 and members of its own subfamily (Pax2 and Pax5) (Figure 3). The Pax8 binding motif here defined encompasses motifs obtained by individual-gene based approaches, such as those defined for rat and human *TPO*[9,12] and for the rat *Nis* upstream enhancer [7] (Figure 3), as well as those defined by *in vitro* studies outlining the binding sequence for Pax8 [13] and the Pax2/5/8 subfamily (AAGCGTGAC) [14]. Of note, our study is the first to describe the *in vivo* Pax8 binding sequence derived from its DNA binding along the whole rat genome.

**Figure 3:**
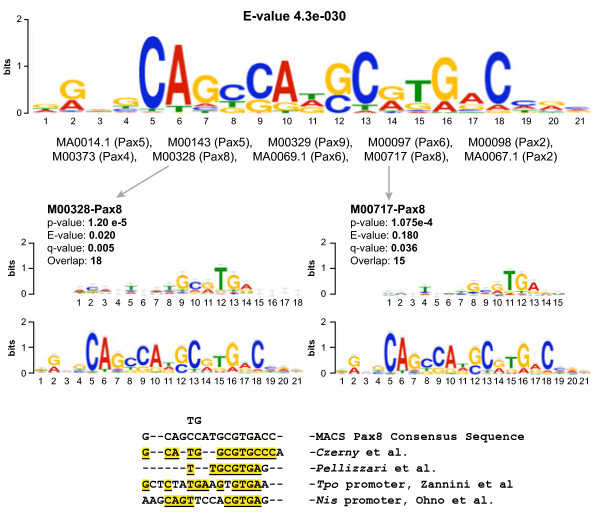
**ChIP-Seq peaks delineate*in vivo*Pax8 binding site.** Image depicts most significant motif defined by the MEME program using the 500 most relevant MACS ChIP-Seq immunoprecipitated peaks and its comparison with Pax proteins-DNA binding consensus sites defined using in vitro approaches (Czerny et al; Pellizzari et al) [13,14] and previously known Pax8 targets, Nis and Tpo respectively (Ohno et al; Zannini et al) [7,9]. Underlined characters highlighted in yellow are nucleotides similar between our Pax8 motif and the other consensus sequences.

### Immunoprecipitation data reveals interaction of Pax8 with various TFs

To identify possible interactions between Pax8 and other TFs, Genomatix suite screening was performed to identify the most over-represented motifs in the Pax8 binding regions identified by MACS [15]. Overrepresented consensus motifs in Pax8 peaks, as well as fold change and z-score values are shown in Table 1 and Additional file 4. These analyses showed an overrepresentation of the Pax5 (V$Pax5.1 z-score = 87.59, overrepresentation: 2.86; V$Pax5.2 z-score = 78.62, overrepresentation: 3.95) and Pax9 consensus motifs (V$Pax9.1 z-score = 73.71; overrepresentation: 3.63) with a modest association for Pax8 (V$Pax8.1 z-score = 5.46, overrepresentation: 1.07). These results may be explained by the DNA binding similarities among members of the same Pax subfamily (Pax2, Pax5, and Pax8).

**Table 1:** Main DNA binding motifs overrepresented in Pax8-dependent peaks

**TF Matrices**	**Family information**	**Matches in Input (n)**	**Expected (genome)**	**Overrep. (genome)**	**Z-Score (genome)**
O$BRE.01	Transcription factor II B (TFIIB) recognition element	924	88.75	10.41	88.61
O$HMTE.01	Human motif ten element	2481	350.02	7.09	113.88
O$XCPE1.01	X gene core promoter element 1	5454	1531.85	3.56	100.21
O$DMTE.01	Drosophila motif ten element	4415	1442.3	3.06	78.27
O$INR_DPE.01	Initiator (INR) and downstream promoter element (DPE) with strictly maintained spacing	2460	1071.16	2.30	42.42
V$NRF1.01	Nuclear respiratory factor 1	6640	1323.52	5.02	146.13
V$SP1.02	GC-Box factors SP1/GC; Stimulating protein 1, ubiquitous zinc finger transcription factor	5792	1090.23	5.31	142.39
V$SP1.03	GC-Box factors SP1/GC; Stimulating protein 1, ubiquitous zinc finger transcription factor	4802	1129.17	5.14	139.05
V$ZF5.01	Zinc finger / POZ domain transcription factor	5543	1260.88	4.40	120.59
V$CTCF.01	CCCTC-binding factor	4729	1015.47	4.66	116.52

The *Overrep. (genome)* column represents the fold overrepresentation of these matrices in our IP peaks compared to their presence in the rat genome, and the *Z-Score (genome)* column indicates association value between the DNA matrices and Pax8-immunoprecipitated DNA.

In agreement with previous reports describing interactions between members of the Pax family and AP1 factors [16], we also observed enrichment of transcription factors belonging to this latter family (V$NRF-1, nuclear respiratory factor-1; z-score = 146.13, overrepresentation = 5.02). Intriguingly, several transcription factor matrices (V$CTCF, V$ZF5 and V$SP1F) and general transcriptional regulatory elements (O$BRE, O$INR-DPE, and *Drosophila melanogaster* and *Homo sapiens* Motif ten elements (O$DMTE and O$HMTE)) showed significant association with Pax8 IP peaks (Table 1). In order to rule out any nonspecific effect of the Pax8 antibody on the recognition of these transcription factors not related to Pax8, we compared their amino acid sequences with the Pax8 protein by means of the DNAStar alignment program. No significant similarities were observed among the considered proteins, thus ruling out any unspecific binding of the Pax8 antibody (data not shown). As shown in their corresponding IP Genomatix motifs (Figure 4), all these transcription factors preferentially bind to regions with high GC content, which could be related to the association of Pax8 to CpG islands and CG repeats.

**Figure 4:**
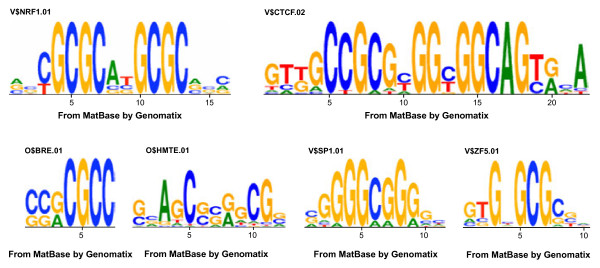
**Core matrices obtained for different significantly overrepresented transcription factor DNA-binding sequences in Pax8 immunoprecipitated peaks.** Matrices shown include both transcription factors (V$NRF-1.01, V$CTCF.02, V$SP1.01 and V$ZF5.01) and transcriptional core elements (O$HMTE.01 and O$BRE.01).

To validate the interactions between Pax8 and the TFs described before, we performed co-immuprecipitation assays in PCCl3 cells using specific antibodies for Pax8, Sp1 and CTCF. As shown in Figure 5A, both CTCF and Sp1 coprecipitate with Pax8, confirming physical binding among these transcription factors *in vivo* and suggesting the existence of common transcriptionally regulated targets. Given that the *Nis* promoter region conferring regulation by Pax8 (NIS upstream enhancer) overlapped with potential sites for both transcription regulators (data not shown), we performed transfection experiments in HeLa cells using a reporter construct containing the *Nis* promoter [17]. As shown in Figure 5B, Sp1 strikingly increased NIS transcriptional activity, while cotransfection of Pax8 and Sp1 resulted in a synergestic effect on promoter activation. On the other hand, contransfection with CTCF induced a statistically significant decrease in transcription (Figure 5B). These data unequivocally demonstrate a functional cooperation between Pax8 and Sp1 and CTCF in transcriptional regulation.

**Figure 5:**
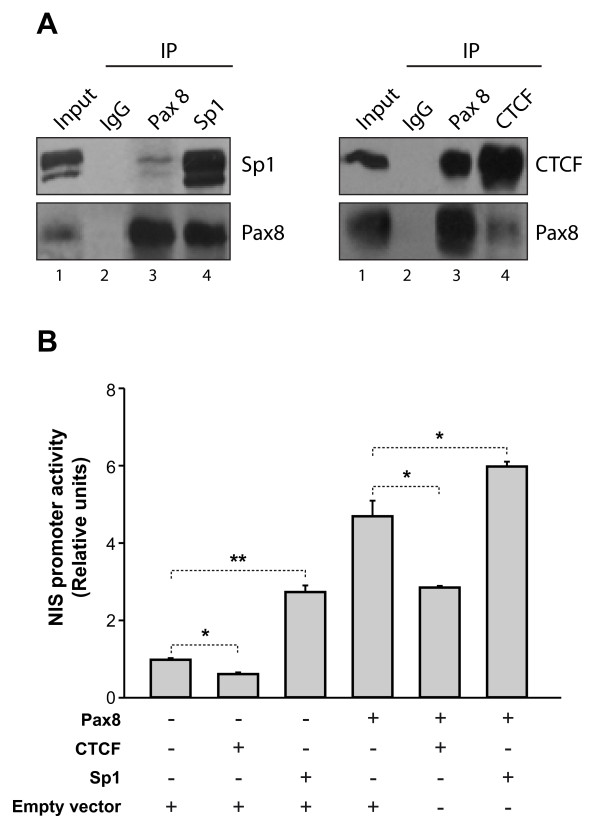
**CoIP assays demonstrating physical interaction of Pax8 with Sp1 and CTCF. A)** Nuclear extracts from control or hCTCF-transfected PCCl3 cells were obtained and immunoprecipitated (IP) with anti Pax8, anti-Sp1 or anti-CTCF antibodies. Immunoblotting was performed against Sp1 (top, left panel), CTCF (top, right panel) or Pax8 (bottom, left and right panels). Lanes 1 are the input and lanes 2 are the nonspecific IPs using IgG. The Figure shows a representative Western-Blot. **B)** Reporter assays were performed using the pNIS-2.8 promoter and expression vectors as indicated in the figure. Promoter activity is expressed as fold induction, relative to the activity observed in the presence of empty expression vector. The amount of total DNA used for each transfection was adjusted with the matched empty vector control to 1 μg. Luciferase activity was normalized to renilla activity derived from the cotransfected pRL-CMV vector to adjust for transfection efficiency. Results are mean ± SD of three independent experiments. * *p*-value < 0.005; **, *p*-value < 0.01.

### Expression arrays analysis identifies a wide set of *loci* regulated by Pax8

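PCCl3 is a differentiated rat thyroid follicular cell line. RNA from cells transfected with an siRNA against *Pax8* (si*Pax8* cells) was hybridized to Agilent rat whole genome arrays in competition with RNA from wild type (wt) cells, or with RNA from cells transfected with a scrambled siRNA (siScramble cells). Each of these comparisons comprised 8 arrays from 4 biological replicates, with si*Pax8* RNA in Cy5 on one array of a replicate and in Cy3 on the other. The siRNA was used at 10 ng/ml and RNA was isolated 48 hours after transfection. The paper's methods list the remaining condition as cells treated with lipofectamine, the sample labels call it wild type, and Additional file 15 calls it no transfection. The paper's design scheme names the same si*Pax8* samples in both comparisons. The deposited scanner files hold the fluorescence intensities of every spot, of which 1639 per array were control spots. Between 54% and 60.8% of the spots of an array were well above background in Cy3 and between 52% and 59.1% in Cy5, and at most 2 spots were saturated. The number of arrays limits the precision of every value. Mean spot intensities were corrected with the local background (normexp, offset 50), normalized by loess within and by quantiles between arrays, and expressed as the log2 ratio of si*Pax8* over control cells. Spots of one probe and the dye-swapped arrays of one replicate were averaged, which left 4 values per probe and comparison for limma with Benjamini-Hochberg adjustment over 41012 probes, at the paper's adjusted p threshold of 0.005. Direction was read from the dye labels, so that a negative value is a lower level in si*Pax8* cells. This is the direction of the signs in the paper's Additional file 5 and the opposite of the direction in which the paper's text words its numbers of down- and up-regulated probes.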

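*Pax8* itself was measured by probe A_43_P12538 (NM_031141), which was above background in si*Pax8* cells on all 8 arrays of each comparison. Its log2 ratio to wt cells was -0.56 ± 0.24 (SD, n = 4; adjusted p = 0.000473 from limma), a level of 67.6% of that in wt cells. The 4 replicates gave -0.84, -0.57, -0.59 and -0.26. Relative to siScramble cells the log2 ratio was -0.25 ± 0.25 (SD, n = 4; limma adjusted p = 0.143), with replicate values of -0.58, -0.29, -0.12 and -0.01, and this change did not pass the threshold. The difference of -0.32 between the comparisons did not pass it with the 8 values as separate groups (limma adjusted p = 0.183) and passed it with the replicate block, which treats same-numbered replicates of the comparisons as pairs (limma adjusted p = 0.00171). Within the 4 slides, which each held 2 arrays of each comparison, the log2 ratio lay between -0.64 and -0.46 against wt cells and between -0.46 and -0.11 against siScramble cells. The reduction against wt cells was short of the threshold with si*Pax8* in Cy3 alone (-0.47, limma adjusted p = 0.0181), with the intensities that Agilent's software had processed (-0.58, limma adjusted p = 0.018) and without replicate 3 (-0.56, limma adjusted p = 0.00562). It ranged from -0.66 to -0.47 when each replicate was left out in turn. These are RNA values from 1 probe. For the protein, the paper reports an immunoblot with less Pax8 in si*Pax8* cells than in both wt and siScramble cells. It chose the time point for RNA isolation by western blotting. Protein was not analysed here.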

We used whole genome expression arrays to identify Pax8-regulated genes by comparing expression profiles of Pax8-silenced PCCl3 cells with both scrambled siRNA-treated and wild type (wt) PCCl3 cells. This last condition was included to consistently integrate both expression array signals and global cis-regulatory sequencing studies into the same experimental conditions. Misinterpretation of expression data due to compensatory effects via Pax8-related paralogues (Pax2 and Pax5) is ruled out, given that both transcription factors are not expressed in thyroid cells.

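Of the 41012 probes, 2886 were higher and 3374 lower in si*Pax8* than in wt cells by limma, which is 15.3% of all probes. Each of these 6260 changes had the same direction in all 4 replicates. The median log2 ratio was 0.31 among the higher and -0.27 among the lower probes, and 137 probes had a log2 ratio above 1 or below -1. The median SD between replicates was 0.063 over all probes. After averaging the dye swaps, the correlation across probes between a pair of replicates ranged from 0.77 to 0.86, with a median of 0.81. On simulated data with 200 changed probes and the spread of these arrays, 77.5% of changes of 0.5 and 96.5% of changes of 1 on the log2 scale were recovered. The largest shift came with the intensities processed by Agilent's software, with 876 higher and 797 lower probes. With the replicate block, a fit of the 8 arrays in which those of one replicate form a block, 3108 probes were higher and 3574 lower. Without replicate 3, 1651 probes were higher and 1724 lower, and without replicates 2 and 4 in turn 2068 and 2054 were lower.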

Regarding the comparison of si*Pax8*-PCCl3 vs. wt PCCl3, 3,035 and 3,354 probes were down and up-regulated in the Pax8-silenced condition, respectively (Additional file 5). 

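Relative to siScramble cells, 499 probes were higher and 368 lower in si*Pax8* cells by limma, 2.1% of the probes tested, each with the same direction in all 4 replicates. Their median log2 ratio was 0.38 and -0.3, respectively, and 11 probes were beyond 1 in size. The spread between replicates was similar to that against wt cells (median SD 0.06), while the median size of the log2 ratio over all probes was 0.032, compared with 0.044 against wt cells. A pair of replicates correlated across probes with 0.36 to 0.65 (median 0.5). Simulated changes of 0.5 and 1 were recovered at 73% and 96%. The count depended on the processing. With the intensities processed by Agilent's software no probe passed the threshold in limma (smallest adjusted p 0.00582), although 3444 probes were higher and 4602 lower at an unadjusted p below 0.05. With the mean intensities the unadjusted numbers were 3514 and 4894. With the replicate block 893 probes were higher and 811 lower, and with both comparisons in one fit 885 and 867. With loess alone the numbers were 418 and 179, so that 70% of the changed probes were higher instead of 57.6%. Leaving out any one of the 4 replicates lowered both numbers, to between 84 and 288 higher and between 35 and 124 lower probes, with the lowest values without replicate 2.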

A lower number of significant probes was detected for si*Pax8*-PCCl3 vs. siScramble-PCCl3 (797 and 777 probes were down and up-regulated in the Pax8-silenced condition, respectively) (Additional file 5). 

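A total of 410 probes were higher and 288 lower in both comparisons by limma. These 698 probes represent 647 genes or, where a probe had no gene name, accessions, and 398 of them had a gene name. They are 80.5% of the probes changed relative to siScramble cells. Another 18 probes passed the threshold in both comparisons with opposite directions, among them those of *Crym*, and of *Ccl5*, *Atf3* and *Dsg1b* (the last 3 chosen after their values were seen). Across all probes, which are not independent replicates, the log2 ratios of the comparisons correlated with a Pearson coefficient of 0.612 (Spearman 0.399). Since the paper's design scheme names the same si*Pax8* samples in both comparisons, 50 pairs of comparisons with no effect and shared si*Pax8* values were simulated. Their correlation was 0.481 to 0.519, none had a probe past the threshold, and 364 to 461 probes had an unadjusted p below 0.05 in both with one direction, compared with 5225 in the data. The correlation near 0.5 was set in advance by giving the si*Pax8* and control values the same spread. Since no effect was simulated, the absence of calls was also set in advance. The simulation therefore cannot show how much the shared samples add to the 698 probes. The same sign was seen for 60.49% of probes in the data and for 66% to 67.4% in the simulations. With the intensities processed by Agilent's software no probe passed in both comparisons in limma, although at an unadjusted p below 0.05 there were 2094 higher and 2613 lower in both. The replicate block, which treats the arrays of one replicate as paired, gave 677 and 583. A fit of the 8 arrays with a term for the dye, which counts the arrays of a replicate as independent, gave 941 and 924. Leaving out any one replicate lowered the numbers to between 74 and 229 higher and between 29 and 105 lower, the lowest without replicate 2. Among named genes, the largest rises included *Sftpc* (A_42_P536702, NM_017342), which was not above background in wt cells on any of 8 arrays and, in intensities normalized by loess and by quantiles of the average intensity, was at least 6.28-fold higher in si*Pax8* cells, and LOC498544 (A_44_P215027, AY383688), with log2 ratios of 2.00 ± 0.09 and 1.84 ± 0.10 (SD, n = 4 each; limma adjusted p = 1.17e-08 and 1.32e-05). In the normalization used for the other values *Sftpc* was 5.4-fold higher than in wt cells, so the bound of 6.28 holds only in the normalization named. The largest falls included *Aspg* (A_42_P603700, NM_144750), with -1.37 ± 0.14 and -0.92 ± 0.13 (SD, n = 4 each; limma adjusted p = 2.76e-07 and 0.000188), and *Pcp4* (A_44_P346637, NM_013002), with -0.95 ± 0.15 and -0.97 ± 0.11 (SD, n = 4 each; limma adjusted p = 3.08e-06 and 0.000121), the latter short of the threshold in 2 of 15 alternatives.

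**Figure D1:**
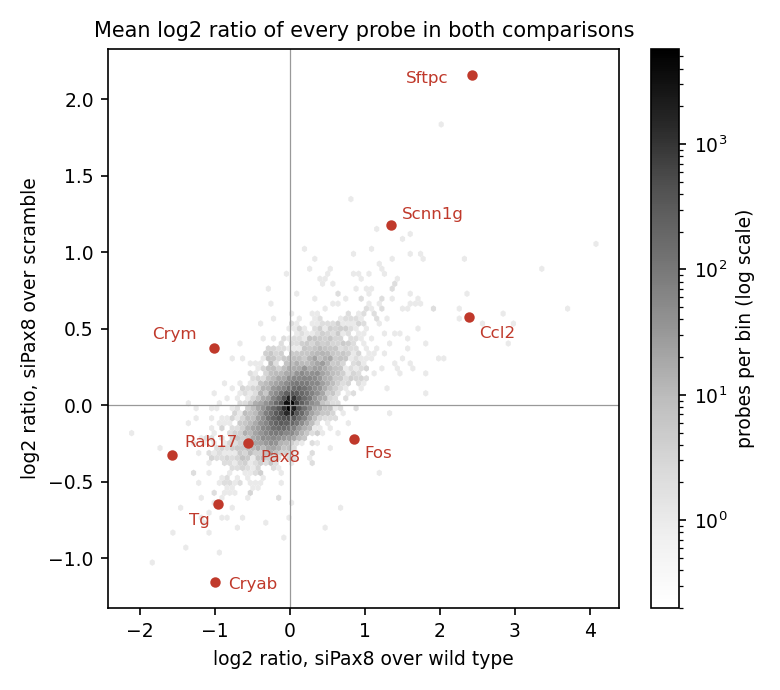
Log2 ratio of si*Pax8* over wt cells (horizontal axis) and over siScramble cells (vertical axis) for 41012 probes, each the mean of 4 replicates; the shade gives the number of probes per hexagon and the labelled points are single genes. Most labelled genes lie on the same side of 0 on both axes, and *Crym* (-1.01 and 0.38) and *Fos* (0.86 and -0.22) lie on opposite sides.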

Statistically significantly differently expressed probes (adjusted *p*-values <0.005) for both comparisons included 633 down and 565 up-regulated targets (Additional file 5), which represent a set of 849 *loci*.

### Pax8 is involved in controlling key cellular events

Gene lists were ranked based on t-statistics for gene set enrichment analysis. The most significant GO terms and adjusted *p*-values for both array comparisons are shown in Table 2, and more detailed data, including genes belonging to each significant category, are listed in Additional files 6, 7 and 8. In general, the FatiScan tool revealed significant association for biological processes related to immune response, molecule transport, response to stimuli, cell motion/adhesion, cell proliferation, and translational processes. 

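Immune and proliferation genes were followed with lists of genes fixed before the data were examined, tested with limma's camera at its preset correlation of 0.01 between genes against the 8899 genes measured, with Benjamini-Hochberg adjustment over the 8 tests of 4 lists in both comparisons. Of 37 interferon-response genes, 22 were measured. Their median log2 ratio in si*Pax8* cells was 0.99 ± 0.20 (SD of the replicate medians, n = 4; camera adjusted p = 5.51e-16) against wt cells and 0.24 ± 0.13 (SD, n = 4; camera adjusted p = 4.78e-10) against siScramble cells. Of them 19 were called higher against wt and 5 against siScramble cells, or 19 and 8 adjusted over the list alone. Of 44 proliferation genes, 17 were measured, with medians of -0.24 ± 0.03 (SD, n = 4; camera adjusted p = 1.72e-07) and -0.21 ± 0.03 (SD, n = 4; camera adjusted p = 1.14e-09). Against wt cells 13 were called lower and 1 higher, and against siScramble cells 8 and 1, or 16 and 14 in either direction adjusted over the list alone. Some members of the proliferation list are also in the paper's own gene lists from these arrays, so these numbers are not independent evidence. With si*Pax8* in Cy5 and in Cy3 alone, the interferon medians were 0.93 and 1.08 against wt cells and 0.20 and 0.32 against siScramble cells. The interferon shift against wt cells exceeded that against siScramble cells by a median of 0.75 per gene (camera adjusted p = 5.38e-18, with the replicate block 1.33e-24), whereas the proliferation genes did not differ between the comparisons (median -0.03, camera adjusted p = 0.161). Camera was run on these differences at the preset correlation only, far below the 0.655 and 0.552 estimated for the interferon genes in the single comparisons. For the interferon difference fry gave an adjusted p of 0.000333. The choice that moved these results most was the correlation between genes. With a correlation estimated for each list, the camera adjusted p were 0.128 and 0.159 for the interferon genes and 0.0738 and 0.0707 for the proliferation genes, all above 0.05. The rotation test fry gave adjusted p of 0.00145 and 0.0275 for the former and 0.0014 and 0.00113 for the latter, so these calls hold under fry.

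**Figure D2:**
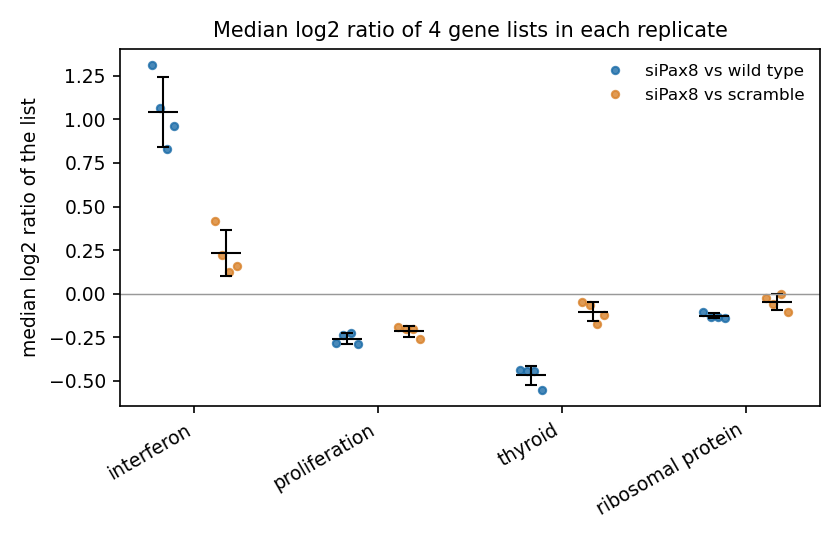
Median log2 ratio of si*Pax8* over wt and over siScramble cells for the interferon, proliferation, thyroid and ribosomal protein gene lists. Points are the 4 replicates and bars the mean ± SD; the replicate medians of the interferon genes lie between 0.83 and 1.31 against wt and between 0.12 and 0.42 against siScramble cells.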

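All 68 ribosomal protein genes with a name on the arrays were measured. Their median log2 ratio was -0.12 ± 0.02 (SD of the replicate medians, n = 4; limma camera adjusted p = 9.84e-08) in si*Pax8* relative to wt cells, where 54 genes had lower and 14 higher values. By limma 29 of them were called lower and 1 higher, or 33 in either direction adjusted over the list alone. Relative to siScramble cells the median was -0.04 ± 0.04 (SD, n = 4; limma camera adjusted p = 0.00218), 57 genes were lower and 11 higher, and none was past the threshold in limma, over all genes or adjusted over the list alone. The shift was larger against wt cells by a median of -0.06 per gene (limma camera at the preset correlation, adjusted p = 0.000285, with the replicate block 0.000276). Within slides the median ranged from -0.14 to -0.09 against wt and from -0.06 to -0.01 against siScramble cells. With a correlation estimated for the list, the camera adjusted p were 0.125 and 0.262, and those of fry 0.00363 and 0.0948, so that the second call does not hold under fry. The shift against siScramble cells was also short of the camera threshold of 0.05 with si*Pax8* in Cy5 alone (median -0.05) and without replicate 4 (median -0.03).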

In relation to this last term, ribosome-related GO classes were also observed for other FatiScan categories: molecular processes (structural constituent of ribosome; adjusted *p*-value: 4.43e-13), KEGG pathway (rno-03010; adjusted *p*-value: 8.7e-6), and cell component analysis (downregulation of ribosomes and ribonucleoprotein-related genes; GO: 0005840 and 0030529; adjusted *p*-value: 1.9e-5) (data not shown).

**Table 2:** FatiScan gene set enrichment analysis

**Gene Ontology term**	**WT vs Pax8** **adj*p*-value**	**Scramble vs Pax8** **adj*p*-value**
Translation (GO:0006412)	7.10E-12	1.91E-09
Response to external stimulus (GO:0009605)	2.20E-05	2.02E-07
Response to wounding (GO:0009611)	2.20E-05	6.87E-05
Cellular component movement (GO:0006928)	4.97E-03	6.87E-05
Response to hormone stimulus (GO:0009725)	2.86E-02	1.24E-04
Immune response (GO:0006955)	9.08E-11	1.42E-04
Cell adhesion (GO:0007155)	8.00E-03	6.95E-04
Response to steroid hormone stimulus (GO:0048545)	2.39E-03	1.99E-03
Antigen processing and presentation (GO:0019882)	2.00E-05	3.13E-03
Cell migration (GO:0016477)	3.16E-03	3.65E-03

Most significant Gene Ontology (GO) terms overrepresented in both expression array comparisons. adj *p*-value: adjusted *p*-value.

### Single functional analysis

We additionally used the FatiGO *in silico* tool to extract Gene Ontology (GO) terms overrepresented in our down- and up-regulated set of differentially expressed genes. Considering down-regulated probes for each comparison, we observed an enrichment in biological processes related to a wide variety of DNA, RNA, and protein processes (purine and pyrimidine metabolism, response to DNA damage, DNA replication, nucleotide and base exchange repair, mismatch repair and homologous recombination, RNA degradation, and amino acid metabolism), cell response to chemical and stress stimuli, immune response, and p53 and insulin-related pathways (phosphatidyl inositol system and metabolism) (Additional file 9). 

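The pathway lists of Additional file 11 allowed these processes to be followed in the array values. Its genes were chosen on these same arrays, so their direction is not independent evidence. By the dye labels, all 18 measured genes of its list for purine metabolism were lower in si*Pax8* than in siScramble cells and 17 were lower than in wt cells, with medians of -0.23 (wt) and -0.18 (siScramble). For pyrimidine metabolism 12 of 12 genes were lower in both comparisons (medians -0.24 and -0.19). The same held for 5 of 5 genes of DNA replication (-0.25 and -0.16), 6 of 6 of mismatch repair (-0.22 and -0.16), 8 of 8 of nucleotide excision repair (-0.18 and -0.16), 3 of 3 of homologous recombination (-0.28 and -0.16) and 4 of 4 of RNA degradation (-0.24 and -0.16). In base excision repair 7 of 8 genes were lower in both (-0.13 and -0.16). For these and the other pathway lists, a gene counts as past the threshold when any of its probes passed in the listed direction in both comparisons. These lists overlap in their genes, and few of the changes passed the limma threshold in both comparisons: 3 genes each for purine and pyrimidine metabolism, 1 each for RNA degradation and base excision repair, and none for the other 4.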

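Among the genes of Additional file 11 listed for cytokine-cytokine receptor interaction, 19 of 19 measured were higher in si*Pax8* cells in both comparisons, with medians of 0.35 relative to wt and 0.28 relative to siScramble cells, and 6 of them passed the limma threshold in both. For natural killer cell mediated cytotoxicity all 17 measured genes were higher in both (median 0.36 relative to wt cells), and for the chemokine signaling pathway 15 of 16 were (0.29). All 7 genes listed for apoptosis were higher in both comparisons, with smaller medians of 0.09 and 0.10, and none of them passed the threshold in both. Among cell adhesion molecules listed as over-expressed, 20 of 20 measured genes were higher in both (0.36 relative to wt cells), 9 of them past the threshold in both. Of the cell adhesion molecules listed as under-expressed, 11 of 11 measured were lower in both (medians -0.30 and -0.15), 2 of them past the threshold in both. These genes had been selected on the same arrays.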

Concerning GO terms enriched amongst up-regulated probes, it is worth to mention the over-representation of genes involved in biological processes such as immune response, cell response to stimuli, apoptosis and cell death, cell motion/migration/adhesion, and regulation of cell differentiation (Additional file 10).

Table 3 and Additional file 11 depict the most significant and complete set of KEGG pathways overrepresented in under and overexpressed target genes, respectively. KEGG pathways significantly enriched in these Pax8-regulated genes included vesicle-related terms (endocytosis, rno004144; lysosomes, rno004142), DNA/RNA events, cell cycle, cell-cell interactions (focal adhesions, adherens junctions), cancer-related pathways (MAPK, JAK-STAT, p53, ERBB, TGFβ, and VEGF), amino acid metabolism, and insulin/inositol phosphate signalling events.

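Over all pathways of Additional file 11, 97 of the 108 genes listed as under-expressed were found on the arrays. All 97 were lower in si*Pax8* than in siScramble cells and 89 were also lower than in wt cells, with medians of -0.18 and -0.21, and 22 passed the limma threshold in both comparisons. The 19 pathways of this list share genes, and 17 of them include *Brca1*. Of the 170 genes listed as over-expressed in 62 pathways, 166 were found, 165 were higher relative to siScramble and 154 relative to wt cells (medians 0.23 and 0.31), and 49 passed the threshold in both. Among the vesicle-related lists, endocytosis had 23 of 23 measured genes higher in both comparisons (median 0.36 relative to wt cells) and lysosome 14 of 14 (0.30). The 15 measured cell cycle genes of the first list had medians of -0.28 (wt) and -0.24 (siScramble), and the 7 of the second a median of 0.36 relative to wt cells. The paper states that the combination of ChIP-Seq with these expression arrays defined a network of Pax8-dependent genes, from which it identified biological functions of Pax8 in thyroid cells.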

**Table 3:** KEGG pathways associated to Pax8 silencing

Global class		KEGG pathway	Scr. vs Pax8 adj*p*-value	Wt. vs Pax8 adj*p*-value
Downreg. probes	Phosph. I.	Phosphatidylinositol signaling system	1.28E-03	8.10E-05
		Inositol phosphate metab.	4.18E-02	9.88E-04
	Aa metab.	Glycine, serine and threonine metab.	1.25E-04	2.42E-02
		Selenoamino acid metab.	1.61E-03	1.16E-02
		Cysteine and methionine metab.	7.21E-03	1.25E-03
		Arginine and proline metab.	1.06E-02	9.73E-07
	Cell cycle	Cell cycle	9.67E-05	9.73E-07
	CAMs	Cell adhesion molecules	9.37E-03	5.39E-03
	Immune response	Antigen processing and presentation	1.56E-05	2.86E-03
		Autoimmune thyroid disease	5.26E-04	2.76E-03
	DNA/RNA processes	Purine metab.	1.56E-05	9.52E-09
		Base excision repair	5.85E-05	2.20E-03
		Pyrimidine metab.	1.25E-04	5.86E-09
		Nucleotide excision repair	2.99E-04	3.22E-03
		RNA degradation	9.95E-04	2.76E-03
		Mismatch repair	1.22E-03	4.76E-05
		Homologous recombination	2.30E-02	7.50E-03
		DNA replication	2.88E-02	2.98E-06
	Signaling pathways	p53 signaling pathway	7.24E-03	7.26E-07
Upreg. probes	Cell processes	Endocytosis	1.13E-10	4.66E-14
		Lysosome	1.23E-06	1.55E-05
	Cell migration/adhesion	Cell adhesion molecules	2.43E-09	1.59E-06
	Signaling pathways	Cytosolic DNA- sensing pathway	4.36E-04	5.70E-06
		NOD-like receptor signaling pathway	2.59E-03	9.17E-05
		Toll-like receptor signaling pathway	4.26E-06	3.52E-07
		Chemokine signaling pathway	1.91E-05	9.22E-06
		MAPK signaling	7.52E-06	4.69E-07
	Cancer	Thyroid cancer	1.65E-02	1.23E-04
		Prostate cancer	2.30E-05	4.74E-07
		Endometrial cancer	8.49E-04	1.49E-05
		Pancreatic cancer	1.34E-05	7.79E-06
		Renal cell carcinoma	1.95E-03	9.22E-06
		Colorectal cancer	1.16E-03	4.71E-05
		Pathways in cancer	5.20E-06	2.07E-10
	Immune response	Viral myocarditis	2.49E-11	2.68E-08
		Graft-versus-host disease	1.53E-09	5.16E-07
		Allograft rejection	9.99E-08	4.28E-06
		Autoimmune thyroid disease	2.53E-08	1.59E-06
		Antigen processing and presentation	1.13E-10	5.06E-13

Most significant KEGG pathways enriched among common downregulated (n = 633) and upregulated (n = 565) probes for both expression array comparisons. Downreg.: Downregulated; Upreg.: Upregulated; adj *p*-value: adjusted *p*-value; Phosph.I:Phosphatidylinositol; Aa: Amino acid; metab.:metabolism.

### Integrated data reveal a reduced percentage of genes transcriptionally regulated through promoter sequences

To answer the question whether independent Pax8 binding to the genomic regions has functional consequences through changes in the expression level of target genes, the ChIP-Seq data were integrated with the gene expression profiling data. 

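Additional file 5 lists the array probes whose gene has a Pax8 peak near its transcription start site in 78 entries, which hold 60 distinct probes and 54 gene names. *Jun* and *Ccn2* each fill 10 entries. In the array values, 49 entries were higher and 28 lower in si*Pax8* cells in both comparisons, and these numbers were the same under every alternative processing run. The remaining entry, *Rassf2* (A_44_P837764), had a log2 ratio of -0.19 relative to wt cells and 0.25 relative to siScramble cells. Counted as distinct probes, 31 were higher and 28 lower in both. Of the 60 probes, 59 passed the limma threshold against wt cells and 38 against siScramble cells. Both thresholds were passed in one direction by 23 higher and 14 lower probes. The list was chosen on these arrays, so its directions are not independent evidence. The ChIP-Seq reads were not analysed here.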

As shown in the Venn diagram (Figure 6), 78 differentially expressed probes (29 and 49 up and down-regulated, respectively, in the si*Pax8* PCCl3 condition) representing 54 *loci* were associated with genes showing a significant peak around +/− 1 kb from a TSS. This number of genes represents 6.4% (54 out of 849 genes) of the significantly associated genes identified by expression arrays (Additional file 5). This small overlap can be explained by indirect effects of Pax8 or by the binding of Pax8 to “orphan” CGI regulatory elements, also sites of transcriptional initiation but not related with TSSs or promoter regions [11]. It is worth mentioning that we identified neighbouring genes showing significantly altered expression according to our expression data, which could be simultaneously regulated by a unique Pax8 binding site; for example, the closely positioned genes *Padi1* and *Padi3* (peptidyl arginine deiminase, types I and III) on chromosome 5, and *Mlph* (melanophilin) and *Rab17* on chromosome 9 (Additional file 12).

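*Padi1* (A_42_P756876, NM_019332) was higher in si*Pax8* cells, with log2 ratios of 0.59 ± 0.07 (SD, n = 4; limma adjusted p = 3.98e-06) relative to wt and 0.50 ± 0.04 (SD, n = 4; limma adjusted p = 0.000188) relative to siScramble cells. The values of *Padi3* (A_43_P11871, NM_017230) were 0.47 ± 0.08 and 0.53 ± 0.05 (SD, n = 4 each; limma adjusted p = 2.2e-05 and 0.000188). The other pair was lower. For *Mlph* (A_44_P744974, NM_001012135) the log2 ratios were -0.45 ± 0.10 and -0.50 ± 0.09 (SD, n = 4 each; limma adjusted p = 4.22e-05 and 0.000731). For *Rab17* (A_44_P186165, XM_578804) they were -1.58 ± 0.09 and -0.33 ± 0.05 (SD, n = 4 each; limma adjusted p = 3.81e-08 and 0.00121), and the difference of -1.25 between the comparisons was past the threshold (limma adjusted p = 5.97e-07). Each of the 4 genes had one direction in all replicates. Against wt cells all 4 genes passed the threshold under every alternative. Against siScramble cells none did with the intensities processed by Agilent's software. The log2 ratios with these intensities were nevertheless larger in size: 1.48 for *Padi1*, 0.99 for *Padi3*, -0.84 for *Mlph* and -0.38 for *Rab17*. Against siScramble cells *Mlph* and *Rab17* were also short of the threshold with si*Pax8* in Cy5 alone (limma adjusted p = 0.00614 and 0.00729). The same held for *Mlph* without replicate 2 (-0.50, limma adjusted p = 0.0101) and for *Rab17* without replicate 2, 3 or 4 (log2 ratios of -0.33 to -0.31, limma adjusted p from 0.00527 to 0.0152).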

**Figure 6:**
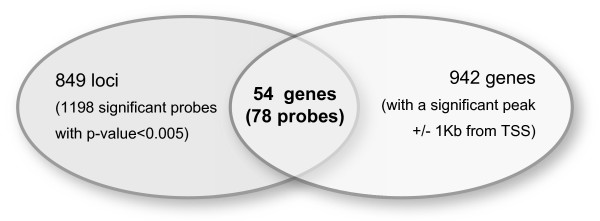
**Venn diagram showing the number of significant*loci*obtained for each screening (expression arrays and ChIP-Seq) and for combined analysis.** 78 significant probes (29 and 49 up and down-regulated, respectively, in the si*Pax8* PCCl3 condition) showed a *p*-value <0.05 in the expression arrays and at least one immunoprecipitated peak within 1 kb of a TSS.

### Independent validation confirms significant findings defined by ChIP-seq and expression arrays

We performed experimental validations using independent immunoprecipitated and siRNA silenced PCCl3 samples, as well as their corresponding controls. Among the genes included for this validation were: *Brca1* (breast cancer 1), a well-known tumour suppressor gene involved in the maintenance of genomic stability and related to breast carcinoma development [18]; *Cdh16* (cadherin 16, KSP-cadherin), a member of the cadherin protein family acting as a morphogenic factor for tissue development [19] and recently described to be regulated by Pax8 [20,21]; *Rab17* (a member of the RAS oncogene family) and *Myo5b* (myosin VB), genes previously described to be involved in epithelial vesicle trafficking in highly polarized cells [22,23]; *Dab2ip* (DAB2 interacting protein), a tumour and metastasis suppressor gene which encodes a Ras GTPase-activating protein [24]; *Dio1* (iodothyronine deiodinase, type I), an essential gene for thyroid hormone action given that it codes for an oxidoreductase involved in thyroid hormone activation by converting the prohormone T4 into bioactive 3,5,3'-triiodothyronine (T3) [25] and *Tmod1* (tropomodulin 1), a gene encoding a protein which inhibits actin filament elongation and that is consequently involved in cytoskeleton structure regulation and cell morphology [26]. As shown in Figure 7A, after Pax8 chromatin immunoprecipitation followed by semiquantitative RT-PCR, we observed an enrichment of IP regions for all the above-mentioned validation targets in comparison with both non-IP samples and input samples.

**Figure 7:**
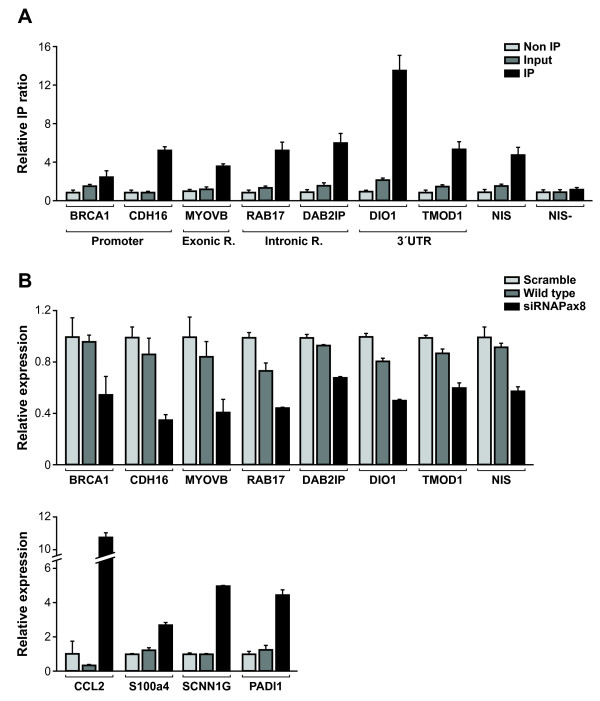
**Experimental validation of ChIP-Seq. A)** Normalized IP ratio (arbitrary units) of corresponding DNA sequences belonging to significant peaks of 7 representative genes found in the present analysis. The NUE element of rat *Nis* (NIS) was used as a positive control while an unspecific sequence of the same *Nis* promoter (NIS-) was used as a negative control. **B)** Relative expression assessed by means of qRT-PCR of 7 (upper pannel) and 4 (lower pannel) genes differentially down- and upregulated in Pax8-silenced PCCl3 cells (siRNA Pax8) *vs*. wild type (wt)/siScramble (Scramble) cells, respectively. As a Pax8-dependent positive control, we evaluated *Nis* mRNA expression levels.

In addition, Pax8 silencing by means of transient transfection of siRNA was significantly associated with decreased expression levels of these potential targets (Figure 7B, upper pannel), thus demonstrating a direct transcriptional effect of Pax8 on these genes. mRNA expression validation was also done for several genes that were upregulated in the absence of Pax8, including the genes encoding: CCL2, a chemokine involved in thyroid autoimmunity [27]; S100A4, a calcium-binding protein which plays a role in angiogenesis, extracellular matrix remodelling and tumor microenvironment, and reported to be overexpressed in metastatic papillary thyroid microcarcinomas [28]; SCNN1G and PADI1, which exert a role in Na^+^ transport and differentiation in epithelial cells, respectively [29,30] (Figure 7B, lower panel). *In silico* analysis of significant IP peaks located along promoter areas of these *loci* demonstrated Pax8 potential binding sites in 3 out of 4 genes (data not shown). Globally, these findings underscore the efficiency and accuracy of ChIP-Seq and expression array technologies to define a Pax8-dependent gene network, which allowed us to identify biological functions of Pax8 in thyroid cells.

## Discussion

Despite the known relevance of the transcription factor Pax8 for adult thyrocyte physiology, few data have been published concerning Pax8 target genes other than key thyroid-related genes (*TgTpo*, and *Nis*). The transcriptional output of Pax8 during thyroid development is unknown but essential, given that thyroid follicular precursors are not formed in *Pax8* null mouse embryos, which ultimately impairs the formation of follicle structures and thyroid hormone biosynthesis [5].

With regard to its link to tumour development, *Pax8* expression decreases or is lost in follicular thyroid carcinomas as well as in oncogene-transformed thyroid cells [31]. Moreover, several well-known tumour suppressors, including *TP53*[32] and *WT1*[33], have been defined as Pax8 targets, and cytoplasmic Pax8 staining has been positively associated with tumour size, metastasis, local invasion, recurrence, or persistence in the thyroid [34]. Taking into account all these premises, and in order to better understand the role of Pax8 in the maintenance of thyroid function, we decided to explore the transcriptional profile of Pax8-silenced thyroid PCCl3 cells, and to integrate these signals with genome wide cis-regulatory studies. Thus, our experimental design combined putative and novel Pax8 binding sites with analysis of actual target gene expression regulation, a strategy successfully used for identifying direct targets for other transcription factors [35,36].

Our unbiased mapping of Pax8 binding sites along the rat genome has identified a large number of DNA sequences that are occupied in living thyrocytes. Moreover, this is the first study addressing *in vivo* genome-wide mapping of Pax8-DNA binding sites, and the Pax8 consensus binding motif here defined encompasses motifs described by previous reports focused either on single gene regulation [7,12] or on Paired-box DNA motif characterization [13,14]. The ChIPSeq approach also led to significant immunoprecipitation of genomic sequences containing CpG islands, as well as CpG dinucleotides. Extensive literature has linked the location of CpG islands and GC-enriched regions to transcriptionally permissive chromatin [37,38], which could lend support to a relevant role of Pax8 in the transcriptional output of the thyrocyte. About half of all CpG islands self-evidently contain TSSs, while the other half (known as “orphan” CpG islands) are either within or between characterized transcription units and have unknown significance [11,38]. Despite a lack of association to annotated promoters, “orphan” CpG islands have been associated to transcriptional initiation and dynamic expression during development [39]. In agreement with this, we found significant Pax8 binding to orphan CpG islands in intronic regions and a preferential binding to such islands 10–100 kb upstream or downstream of a transcription start site. In fact, genomic studies indicate that almost half of the human coding genes have alternative promoters [40] and that transcription factor binding sites (TFBSs) in classically defined promoter regions may represent a minority of genomic binding sites [41]. Moreover, this latter report clearly demonstrated an association between TFBSs and the expression of non-coding RNAs, which could be modulating the expression of the gene encoded by the opposite strand. Less directly, a subset of intergenic H3K4me3 peaks, many of which are likely to correspond to orphan CpG islands, were found to represent TSSs for long non-coding RNAs [42]. Our findings suggest that Pax8 binds orphan CpG islands that could represent alternative promoters of nearby annotated genes [43] or ncRNAs that regulate gene expression.

Otherwise, Pax8-dependent ChIP-Seq data demonstrated an enrichment of genomic regions with overrepresentation of general transcriptional regulatory elements (Human MTE and Drosophila MTE, Inr-DPE and BRE). MTE constitutes a core promoter element (~20-30 nt downstream of the TSS) associated with RNA polymerase II-mediated transcription [44,45]. Furthermore, human orphan CpG islands have been associated with RNA polymerase II binding sites [39]. On the other hand, Inr-DPE and BRE elements represent functional binding sites for TFIIB and TFIID (transcription initiation factor IIB and IID, respectively), which are main components of the basal transcription machinery [46]. Interestingly, Jin *et al* recently described synergistic MTE-Inr-BRE transcriptional modules in more than 9,000 orthologous mouse and human genes [47]. Whereas functional experiments should be performed to demonstrate an interaction of Pax8 with these general core elements, our data underscore the importance of synergistic interactions between core promoter elements and tissue-specific TFs to ultimately modulate gene expression.

### Potential Pax8 partners in transcriptional regulation

2Apart from the classical view of TFs interacting with promoter regions, TFs could activate gene expression by interacting with common lineage-specific TFs and/or binding to distal regions (enhancers). Synergistic effects of Pax8 and AP1 proteins have been shown to occur in the regulation of *Nis* transcription through interaction along the NUE element [7], and AP1 and PAX proteins also interact to cooperate in the modulation of transcription of other genes [16]. Accordingly, we observed an overrepresentation of binding motifs related to NRF-1 (Nuclear respiratory factor-1), and several AP1 members (c-FOS, BATF3, and c-JUN) were differentially expressed in Pax8-deprived thyroid cells. However, no significant findings were obtained for other transcription factors described to act synergistically with Pax8, such as Nkx2-1 and TAZ/WWTR1 proteins [48], indicating that this cooperative transcriptional role could be restricted to specific *loci* rather than representing a global transcription phenomenon in thyroid cells.

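*Fos* (A_44_P495480, NM_022197) was higher in si*Pax8* than in wt cells, with a log2 ratio of 0.86 ± 0.05 (SD, n = 4; limma adjusted p = 2.74e-07), and lower than in siScramble cells, with -0.22 ± 0.03 (SD, n = 4; limma adjusted p = 0.0038). The difference of 1.08 between the comparisons was past the threshold (limma adjusted p = 5.73e-07). *Jun* (A_42_P741027, NM_021835) was higher in both comparisons, with 0.92 ± 0.05 and 0.47 ± 0.10 (SD, n = 4 each; limma adjusted p = 2.32e-07 and 0.00121). *Batf3* (A_44_P262382, NM_021865) was lower in both, with -0.87 ± 0.16 and -0.36 ± 0.06 (SD, n = 4 each; limma adjusted p = 6.16e-06 and 0.00102). The changes of these 3 genes against wt cells passed the threshold under every alternative, and each had one direction in all 4 replicates. Those against siScramble cells did not pass with the intensities processed by Agilent's software or with si*Pax8* in Cy5 alone. Loess without quantile normalization of single channels also left *Fos* and *Batf3* short of the threshold there, and the filter on dim probes left *Fos* short of it. Without any one of the replicates *Fos* did not pass (-0.23 to -0.21, limma adjusted p from 0.0153 to 0.0289). The same held for *Batf3* without replicate 1 or 2 (-0.36, limma adjusted p from 0.00567 to 0.0138) and for *Jun* without replicate 1, 2 or 4 (0.44 to 0.47, limma adjusted p from 0.00561 to 0.0145).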

Functional studies described in the present paper confirmed physical *in vivo* interactions between Pax8 and CTCF or Sp1 in thyrocytes. These novel partners were further demonstrated to modulate the effect of Pax8 on the transcription of the *NIS* gene, thus confirming that these interactions are functionally relevant. Evidence has been accumulating concerning the role of CTCF in the establishment of intra-chromosomal loops which ultimately mediate protein-protein contacts between distal complexes and the general transcription machinery [49,50]. On the other hand, Sp1 is a ubiquitously expressed transactivator, which physically interacts with several components of TFIIB and TFIID (mentioned above as potential Pax8 interacting proteins) and factors related to epigenetic events, such as histone deacetylases and p300/CBP histone acetyltransferase [51]. Interestingly, several studies have described synergistic interactions between Pax8 and p300 acetyltransferase for enhancing the transcriptional activity of thyroid-related genes [52,53]. Taking into account this complete transcriptional scenario, our data describe potential interactions of Pax8 with both common TFs and core elements, which could cooperate in chromatin remodeling for transcriptional regulation in thyroid cells.

### Identification of biological processes controlled by Pax8 in thyroid cells

Pax8 has been mainly associated to thyroid differentiation and development through its transcriptional role in key thyroid-related genes [54,55]. At this regard, we observed a downregulation of *DIO1* after abolishing Pax8 (Additional file 5), which potentially binds to a critical region for selenocystein insertion in the *DIO1* mRNA. 

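*Dio1* was measured by probes A_42_P470649 and A_44_P194274 (NM_021653 for both), whose mean log2 ratio in si*Pax8* cells was -0.80 ± 0.04 relative to wt cells (SD, n = 4; limma adjusted p = 1.25e-06 and 7.8e-07). Relative to siScramble cells it was -0.24 ± 0.06, lower in 4 of 4 replicates and short of the threshold for either probe (SD, n = 4; limma adjusted p = 0.00895 and 0.0123), while the mean of the probes passed in the fit of 1 value per gene used for the lists (limma adjusted p = 0.00246). Against siScramble cells both probes passed with the dye term, with si*Pax8* in Cy3 alone, with slide as block and with both comparisons in one fit (largest limma adjusted p from 0.00232 to 0.00423). Of these, the dye term and slide block count the dye-swapped arrays of a replicate as independent. The difference between the comparisons was -0.56 (limma adjusted p = 0.00023 and 6.99e-05). Across the 14 measured genes of a list of 19 genes of thyroid differentiation, *Dio1* included, the median log2 ratio was -0.48 ± 0.06 (SD of the replicate medians, n = 4; limma camera adjusted p = 1.05e-05) relative to wt cells and -0.14 ± 0.06 (SD, n = 4; camera adjusted p = 0.00661) relative to siScramble cells. By limma 9 genes were called lower and 1 higher, and 3 lower and 1 higher, respectively, or 12 and 6 in either direction adjusted over the list alone. The paper's values for several of these genes were known when the list was fixed. With a correlation estimated for the list, the camera adjusted p were 0.0707 and 0.125, and those of fry 0.000128 and 0.00517. The second shift was also short of the camera threshold with si*Pax8* in Cy3 alone (median -0.08). The list fell more against wt cells, by a median of -0.28 per gene (limma camera at the preset correlation, adjusted p = 3.67e-06, with the replicate block 6.38e-06).

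**Figure D3:**
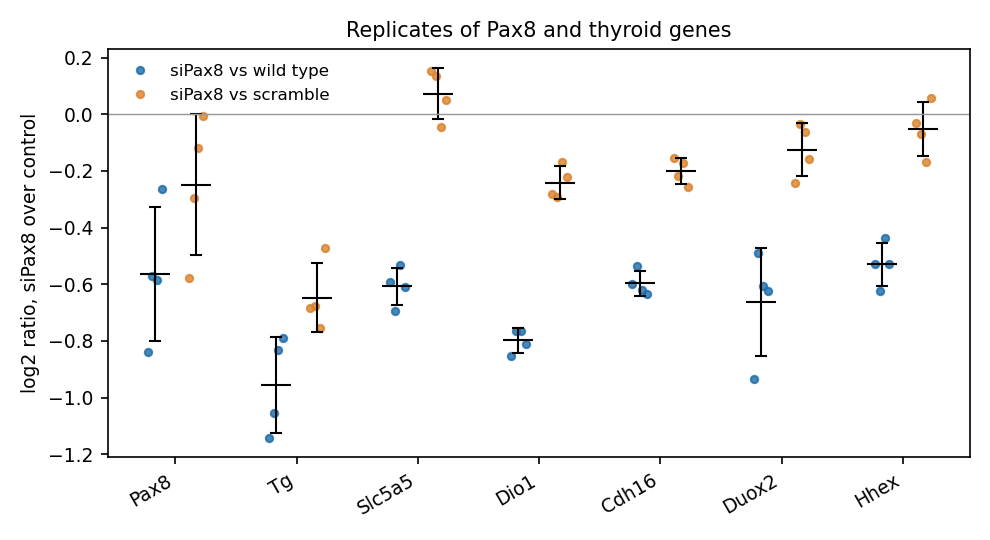
Log2 ratios of si*Pax8* over wt and over siScramble cells for *Pax8* and 6 genes of the thyroid list. Points are the 4 replicates and bars the mean ± SD; *Tg* is lower in both comparisons (-0.96 and -0.65), whereas *Slc5a5* is lower relative to wt cells only (-0.61 and 0.07, the latter negative with si*Pax8* in Cy5 alone).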

Data were recently provided indicating that TSH tightly regulates DIO1 expression in thyroid cells through Pax8-dependent *DIO1* mRNA stabilization (S.G. Leoni; unpublished observations). Moreover, gene expression profiling in normal versus malignant thyroid tissues demonstrated a downregulation of DIO1 and DIO2 [56], which could be linked to Pax8 loss during cancer progression.

Intriguingly, Pax8 modulates the expression of several genes involved in carcinogenesis and thyroid malignancies (phosphatidyl-inositol/insulin and MAPK pathways) and cell cycle processes (*CDKN2BCCNB1* and *CCNB2*, among others) (Additional file 11). These findings are in accordance with previous studies in which Pax8 expression was abolished in the differentiated thyroid cell line FRTL5 [20,57]. 

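*Cdkn2b* (A_44_P313507, NM_130812) was higher in si*Pax8* cells, with log2 ratios of 0.77 ± 0.13 relative to wt cells and 0.45 ± 0.16 relative to siScramble cells (SD, n = 4 each; limma adjusted p = 5.17e-06 and 0.00442). *Ccnb2* (A_44_P461544, NM_001009470) was lower, with -0.39 ± 0.05 and -0.37 ± 0.10 (SD, n = 4 each; limma adjusted p = 2.52e-05 and 0.00265). The probes A_44_P325479 and A_44_P534089 of *Ccnb1* (NM_171991) gave mean log2 ratios of -0.28 ± 0.06 and -0.33 ± 0.06 (SD, n = 4 each; largest limma adjusted p 0.00221 and 0.0021). None of the 3 genes differed between the comparisons in limma (adjusted p = 0.032, 0.89 and 0.646 in this order), although *Cdkn2b* did with the replicate block (limma adjusted p = 0.00484). All 4 replicates had one direction for each gene and comparison. *Ccnb1* was short of the threshold in 9 of 15 alternatives against wt cells and in 5 of 15 against siScramble cells, the latter including the replicate block. Against siScramble cells *Cdkn2b* was short of it in 5 and *Ccnb2* in 4 alternatives, among them the intensities processed by Agilent's software and si*Pax8* in Cy5 alone. Against wt cells, *Ccnb2* missed it with the former only (limma adjusted p = 0.00562). Leaving out 1 replicate changed calls as well. Against siScramble cells *Cdkn2b* did not pass without any one of the 4 replicates (0.39 to 0.50, limma adjusted p from 0.0074 to 0.034), *Ccnb1* likewise (-0.35 to -0.31), and *Ccnb2* without replicate 1, 2 or 3 (-0.39 to -0.34). Against wt cells *Ccnb1* did not pass without replicate 2, 3 or 4 (-0.30 to -0.28).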

Our data would also explain the biological mechanism underlying the partial decrease in thyrocyte proliferation in response to both IGF-I and TSH (main regulators of thyroid proliferation and differentiation) after both *Nkx2.1* and *Pax8* mRNA silencing [57].

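*Brca1* (A_44_P294650, NM_012514) had a log2 ratio of -0.30 ± 0.13 in si*Pax8* relative to wt cells (SD, n = 4; limma adjusted p = 0.00125). Relative to siScramble cells it was -0.16 ± 0.05 and did not pass the threshold (SD, n = 4; limma adjusted p = 0.0212), although it was lower in 4 of 4 replicates. The comparisons did not differ detectably (difference -0.15, limma adjusted p = 0.187). The change against siScramble cells passed with the dye term, the replicate block, slide as block, and the deposited log ratios with the replicate block, an alternative chosen after seeing the data (limma adjusted p from 0.00108 to 0.0033). The dye term and slide block count the dye-swapped arrays of a replicate as independent, and the replicate block took a negative correlation between them. These passes therefore do not rest on 4 independent replicate values. The change against wt cells was short of the threshold with the intensities processed by Agilent's software and with si*Pax8* in Cy3 alone (limma adjusted p = 0.0299 and 0.0288), and without replicate 3 or 4 (-0.33 to -0.31, limma adjusted p from 0.00606 to 0.00752).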

DNA-related biological processes involved a plethora of functional categories (replication, repair and metabolism), highlighting the novel finding of *Brca1*-dependence on Pax8. In this regard, Shih *et al* described that *BRCA1* and *BRCA2* germline mutations were twice as common in individuals developing a second non-ovarian carcinoma, with follicular thyroid carcinoma being one of the most frequent secondary tumours [18]. This finding can be of great relevance in the development of sporadic thyroid tumors, given that, as mentioned before, *Pax8* expression is decreased or lost in thyroid tumours.

Recent reports have associated the transcription factors Pax2 and Pax5 with increased capabilities for cell motility and adhesion in human cancer [58,59]. In parallel with these Pax-related functions, we observed significant expression changes of *loci* involved in cell motion/adhesion, notably the Pax8 effect on *NCAM1* (neural cell adhesion molecule 1) transcription. 

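*Ncam1* (A_44_P288231, NM_031521) was higher in si*Pax8* cells, by log2 ratios of 0.28 ± 0.16 relative to wt cells and 0.37 ± 0.12 relative to siScramble cells (SD, n = 4 each; limma adjusted p = 0.00477 and 0.00454). All 4 replicates were higher in each comparison, and both adjusted p lay just under the threshold. Against wt cells it was not passed in 5 of 15 alternatives (limma adjusted p from 0.00801 to 0.297), nor without replicate 2, 3 or 4 (log2 ratios of 0.24 to 0.28). Against siScramble cells it was not passed in 9 of 15 alternatives (limma adjusted p from 0.00566 to 0.0518), nor without replicate 2, 3 or 4 (0.33 to 0.37).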

NCAM1 and other components of adherens junctions, such as cadherins, have been described to be essential for maintaining cell polarity and epithelial integrity [60]. Interestingly, Cadherin-16 (Cdh16/Ksp-cadherin) was recently proposed to play a TSH-regulated role in thyroid development [61], and its expression and promoter activity is controlled by Pax8 [20,62]. 

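The cadherin gene *Cdh16* (NM_001012055) was measured by probes A_43_P21893 and A_44_P302334. Relative to wt cells the first had a log2 ratio of -0.90 and the second of -0.29 in si*Pax8* cells, and both passed the threshold (limma adjusted p = 3.53e-07 and 9.54e-05), with a mean over the probes of -0.60 ± 0.04 (SD, n = 4). Relative to siScramble cells they were -0.34 and -0.06, and the first alone passed (limma adjusted p = 0.00198 and 0.248), with a mean of -0.20 ± 0.05 (SD, n = 4). Each replicate mean was negative. The change against wt cells was short of the threshold for one of the probes with si*Pax8* in Cy3 alone (mean -0.64, largest limma adjusted p 0.0102). The difference between the comparisons was -0.40 (largest limma adjusted p 0.00223). *Myo5b* (A_44_P339558, NM_017083), which encodes an unconventional myosin, was lower, with -0.36 ± 0.07 and -0.51 ± 0.01 (SD, n = 4 each; limma adjusted p = 7.1e-05 and 0.000126). Against siScramble cells *Myo5b* did not pass with the intensities processed by Agilent's software alone among the alternatives (-1.01, limma adjusted p = 0.00794).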

We have not only confirmed transcriptional regulation of *Cdh16* by PAX8, but also defined additional PAX8-dependent genes that could be essential for thyroid cell polarity (*MYO5b* and *Rab17*, among others). In this regard, germline mutations in *MYO5b* have been associated with disruption of epithelial cell polarity in MVID (MIM251850) [23]. This role is exerted via its involvement in vesicle trafficking through direct interactions with Rab GTPase proteins, such as RAB11a and RAB8a. Further functional studies should be performed to evaluate potential Myo5b interactions with RAB17, another Rab GTPase protein involved in membrane trafficking and confirmed as a Pax8 target in the present study.

## Conclusions

State-of-the-art cis-regulatory sequencing studies have been combined with mRNA silencing and expression arrays to further characterize the functional relevance of TF-interacting DNA regions and thus to define their transcriptional output. In our study, we describe Pax8 as a master regulator of key cellular processes for thyrocyte biology, including cell cycle regulation, DNA repair, replication and metabolism, and cell polarity, and define a large set of genes whose expression is modulated by Pax8. However, only a minor fraction (6.4%) of the Pax8 binding sites identified are close to TSSs and correlate with altered mRNA expression, in agreement with studies carried out on other TFSs (1-10%) [35,36]. This moderate percentage may be explained by the Pax8 binding site distribution, where most of the binding sites are related with orphan CGI regions. In this regard, our study demonstrates Pax8 binding sites in regions distal to TSSs, preferentially in intronic regions, which highlights a potential role as a distal or alternative transcriptional regulator, although this does not rule out indirect regulation. Distal regulation by Pax8 is supported by the interaction with chromatin remodeling factors such as CTCF and Sp1 described in the present study. Therefore, these findings suggest a new function of Pax8 as a chromatin remodeling factor in thyroid follicullar cells, which should be validated and elucidated in future studies.

## Methods

### Cell culture and plasmids

PCCl3 cells are a continuous line of thyroid follicular cells derived from Fischer rats that express the thyroid-specific genes *TgTpo*, and *Nis*, as well as the thyroid-specific transcription factors Nkx2.1, Foxe1, and Pax8 [63]. They were grown in Coon’s modified Ham’s F-12 medium supplemented with 5% donor calf serum and a six-hormone mixture [64]. For transfection assays, HeLa cells were used and cultured as described [65].

The 2,854-bp DNA fragment of the rat *Nis* promoter (pNIS-2.8) which contains the NUE region with two Pax8 binding sites was cloned in our laboratory [17]. Full length Pax8, Sp1, and CTCF were subcloned respectively in pcDNA3.1+, pBS and pcDNA1 Neo, and have been previously described [66-68].

### Chromatin immunoprecipitation

ChIP samples were prepared from PCCl3 cells as follows: cultures of 10 × 10^6^ cells were cross-linked with 1% formaldehyde for 10 minutes at room temperature. Cross-linking was stopped by the addition of glycine to a final concentration of 125 mM, and cells were washed twice with PBS. The cell pellet was resuspended consecutively in ChIP lysis buffers [69] and sonicated for 90 minutes (30 seconds high frequency pulsing followed by 30 seconds resting) using the Bioruptor sonicator (Diagenode, Denville, NJ) to produce chromatin fragments of 200–500 bp on average. After isolating the sheared chromatin, we incubated it with Pax8 antibody-coated magnetic beads. To prepare these beads, 100 μl of magnetic sheep anti-rabbit IgG beads (Invitrogen, Carlsbad, CA) were incubated overnight with 10 μg polyclonal anti-mouse Pax8 antibody (Biopat, Milan, Italy), that recognizes also rat Pax8 at 4°C. The following day, the beads were rinsed and added to the sheared chromatin and incubated overnight at 4°C. Samples were then rinsed five times with RIPA buffer, and the antibody was stripped from the beads by incubating in 1% SDS at 65°C for 15 minutes; cross-linking was reversed by incubating overnight at 65°C. The next day, samples were sequentially treated with RNAse A and Proteinase K, phenol-chloroform extracted, ethanol precipitated in the presence of 20 μg glycogen, and resuspended in 50 μl 10 mM Tris pH 8.0. Procedure controls included an input condition, obtained before DNA-protein complex sonication and further used during ChIP-Seq assays as normalization sample, and non-immunoprecipitated DNA (non-IP DNA), which was obtained just prior to Pax8 immunoprecipitation.

Before sequencing, Pax8-IP DNA (IP) was used to confirm enrichment of target DNA fragments (Additional file 13) by means of real time-PCR, using as positive IP controls both the *Nis* upstream enhancer element (NUE) and *Tpo* promoter sequences [7,9]. Negative controls of Pax8 binding to genomic DNA included promoter areas of *Gad1* (glutamate decarboxylase 1) and *Afm* (afamin or alpha-albumin), and a region of the *Nis* locus that does not bind Pax8. PCR reactions were assembled in triplicate with SYBR Green ER qPCR Supermix (Invitrogen, Carlsbad, CA) and run on an Applied Biosystem 7500 Real Time PCR system. The enrichment of target sequences in ChIP material was calculated relative to the *Afm* negative control, and normalized to their relative amplification in non-IP DNA.

### Illumina high-throughput sequencing

After verifying Pax8 target enrichment, IP and non-IP DNAs were modified for sequencing following the ChIP-Seq manufacturer’s protocol (Illumina, San Diego, CA). Briefly, DNAs were blunted with a combination of T4 DNA polymerase, Klenow polymerase, and T4 PNK. Then, a single 3′-end “A” base was added using Klenow exo (3′-to-5′ exo minus). Adapters provided by Illumina were ligated to the ends of the modified DNA before size selection of 200-bp fragments via polyacrylamide gel electrophoresis followed by extraction. The isolated DNA samples were used as the template for amplification by 18 cycles of PCR, and used for cluster generation on the Illumina Genome Analyzer II. Amplified products were column-purified with the QIAquick PCR Purification Kit (Qiagen, Dusseldorf, Germany) and assayed for quantity and quality with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

The 50 bp sequence reads were aligned to the rat genome (rn4; NCBI build 4) using the MIRO pipeline (Centre for Genomic Regulation, Barcelona, Spain) allowing 2 mismatches, and aligned tags were converted to BED format and used for identification of binding sites. In order to visualize the data in the University of California Santa Cruz genome browser (http://genome.ucsc.edu), the sequence reads were directionally extended to 300 bp, and for each base pair in the genome the number of overlapping sequence reads was determined and averaged over a 10 bp window. All sequencing data can be downloaded from Gene Expression Omnibus (GEO) under accession number GSE26938.

### Peak finding and data analysis

MACS program (Model-based Analysis for ChIP-Seq, v.1.4.1) was used with default parameters to determine enriched Pax8 binding regions using non-IP DNA as control. PeakAnalyzer software [70] was assessed to identify functional elements proximal to the immunoprecipitated peaks using the annotation of the Ensembl release 63 [71] on the RGSC genome assembly v3.4.

The distance correlation analysis was done with the GenomeInspector tool of the Genomatix suite (Genomatix Software GmbH, Munich, Germany), within +/−10Kb from the middle of the CpG islands and simple nucleotide repeats. CpG islands and simple nucleotide repeat coordinates were obtained from the UCSC Genome Browser [72].

### Motif search

We used two approaches for motif search in the Pax8 binding sites defined by MACS. The first method, based on MEME-ChIP [73] and focusing on the central 100 bp portion of each sequence, was used for the 500 peaks with the best FDR. The TOMTOM program was used to compare known transcriptional motifs with the motifs identified by MEME-ChIP [74]. On the other hand, the RegionMiner tool of the Genomatix suite (Genomatix Software GmbH, Munich, Germany) identified the most over-represented motifs, based on the background of occurrences of the transcription factor binding sites (TFBSs) within the whole sequence of the rat genome (rn4; NCBI build 4); we compared these to the Pax8 binding regions identified by MACS. The motifs were ranked by the Z-score/fold change to obtain the most relevant sites [15].

### Coimmunoprecipitation assays

Polyclonal antibodies (1 μg) were bound to Dynabeads (Invitrogen, Carlsbad, CA) and incubated with 200 μg of nuclear proteins extracted as described [75] from PCCl3 thyroid cells. The incubation was performed in 300ul of Immunoprecipitation (IP) buffer (20 mM HEPES pH 8, 10 mM KCl, 0,15 mM EGTA, 0,15 mM EDTA, 150 mM NaCl, 0.1% NP-40 with a cocktail of protease inhibitors (Roche, Manhein Germany)). After washing with IP buffer, proteins were eluted in 20 μl of Laemmli sample buffer and boiled for 10 minutes. The immunocomplexes were analyzed by SDS-PAGE and then immunoblotted using anti-Pax8 (BioPat, Milan Italy) and anti-Sp1 (Santa Cruz Biotechnology Inc., Santa Cruz, CA) antibodies. In the case of CTCF and prior to CoIP, we transfected into PCCl3 cells an expression vector containing the full-length human CTCF, as the antibody used (Upstate Biotechnology, Waltham, MASS) recognized the human form more specifically.

### Promoter activity assays

HeLa cells were transiently transfected using calcium phosphate with 1 μg of pNIS-2.8 reporter alone or in combination with 0.5 μg of expression vectors for Pax8, Sp1 and CTCF as indicated in the text. The Renilla luciferase-encoding pRL-CMV vector (50 ng) was used to correct for transfection efficiency. Forty-eight hours after transfection cells were harvested, lysed, and analyzed for firefly and renilla luciferase activities by the Dual-Luciferase reporter assay system (Promega, Madison WI). Promoter activity was determined as the ratio between firefly and renilla luciferase and represented as relative luciferase activity. The results were expressed as the mean ± SD of three independent experiments, each performed in triplicate. Data were analyzed with GraphPad Prism (Intuitive Software for Science, San Diego, CA). Statistical significance was determined using an Anova one-way test, and differences were considered significant at a *P* < 0.05.

### Expression arrays

The Pax8-dependent gene expression study was performed in differentiated PCCl3 thyroid cells by means of expression arrays (Agilent rat whole genome 44 K arrays). For this purpose, we generated three different conditions to finally establish two main comparisons: wild type vs. Pax8-silenced PCCl3 cells (si*Pax8* PCCl3), and scrambled siRNA-treated (siScramble PCCl3) vs. Pax8-silenced PCCl3 cells. Given that each comparison was performed using quadruplicates and dye-swaps (Cy3 and Cy5 fluorochromes), our experimental design included sixteen independent competitive hybridizations (Additional file 14).

Transient transfections of PCCl3 cells were performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA), both for scrambled and for *Pax8* siRNA conditions (10 ng siRNA /ml) (Dharmacon, Denver, USA). Pax8 silencing was tested by means of western blotting using a polyclonal Pax8 mouse antibody (Biopat, Milan, Italy) at different time points (24 and 48 hours) after transfection (Additional file 15). Once the 48 hours condition was defined as the best time point for Pax8 silencing, we performed additional transfections to isolate total RNA using TRIzol reagent (Invitrogen, Carlsbad, CA) for each condition considered (si*Pax8*, scrambled siRNA and PCCl3 cells treated with lipofectamine) following the manufacturer’s recommended protocol. RNA quality was evaluated with the Agilent 2100 Bioanalyzer and later amplified and labelled by using the Low RNA Input Linear Amplification Kit PLUS, Two-Color (Agilent Technologies, Palo Alto, CA). Briefly, for each sample 2 μg of total input RNA were amplified in two rounds of amplification following the manufacturer’s instructions. First strand cDNA synthesis and amplification reactions were carried out using random and T7 primers, respectively. During the 2-hour *in vitro* transcription, Cy3- or Cy5-labeled CTP was incorporated into each amplified RNA (cRNA). Products of the reaction were then purified using RNAeasy mini spin columns (Qiagen, Dusseldorf, Germany). Hybridization and slide and image processing were carried out according to the manufacturer’s instructions (Two-Color Microarray-Based Gene Expression Analysis protocol). In each experiment, 825 ng of contrasting cRNA samples were fragmented at 60°C for 30 min and hybridized at 65°C for 17 hr. The slides were scanned at a 10 μm resolution using the Agilent G2565BA Microarray Scanner (Agilent Technologies, Palo Alto, CA). Signal quantification was carried out with Feature Extraction 9.1 software (Agilent Technologies, Palo Alto, CA), using default analysis parameters for Agilent’s whole rat genome 44 K gene expression arrays. Array data were normalized using loess and quantile methods for normalization within and between arrays, respectively. Differential expression analysis was done using Bioconductor’s limma package. At a later stage, we used the annotate package and the data base rgug4131a.db to obtain the annotations of the rat genome from Agilent. Genes that showed adjusted *p*-values <0.005 were considered differentially expressed both in wild type vs. si*Pax8* cells and in siScramble PCCl3 vs. si*Pax8* PCCl3 cells. Functional analysis of Gene Ontology (GO) terms was carried out using the FatiGO tool and gene set enrichment analysis was performed using FatiScan [76,77]. All microarray data can be downloaded from the Gene Expression Omnibus (GEO) under accession number GSE26938.

### Experimental validation for ChIP-seq and expression array data

Technical validations were performed by means of real-time PCR to verify the Pax8-dependency of 7 *loci*, which showed significant results for both expression profiling and ChIP-Seq, independently of the peak location along the considered gene. After performing an independent Pax8-chromatin IP, we obtained genomic DNA from IP, non-IP, and input samples, which were further used to amplify specific fragments contained in IP peaks (Additional file 13). The immunoprecipitation ratio for IP peaks was estimated comparing IP versus non-IP amplification values using as normalizing regions those mentioned above (*Gad1* and *Afm*), which were confirmed as negative controls by the ChIP-Seq results.

siRNA transfection was done to obtain cDNA for each of the three conditions initially considered for expression profiling (*Pax8* siRNA, scrambled siRNA, and wild type PCCl3 cells). Expression level changes were defined in 7 down-regulated genes and in 4 up-regulated genes by means of real-time PCR for fragments specifically amplifying transcripts of interest (Additional file 16), using GAPDH as a control for target gene expression normalization.

## Abbreviations

TFs: transcription factors; ChIP-Seq: Chromatin immunoprecipitation followed by massive sequencing; IP: immunoprecipitated sample; Non-IP: non-immunoprecipitated sample; MACS: Model-based Analysis for ChIP-Seq; CpG: CpG island; GO: Gene Ontology.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SRL conceived, designed, and carried out experiments and wrote the manuscript. ECSP designed and carried out analyses and wrote the manuscript. ASP carried out coimmunoprecipitations, luciferase and qRT-PCR assays. CMC carried out analysis of microarray data. GGRP assisted in bio-informatics analysis including peaks mapping. JF participated in manuscript preparation. AV participated in manuscript preparation. DGP supervised and participated in manuscript preparation. PS supervised, participated in manuscript preparation and wrote the manuscript.

## Public database accesion number

Sequencing and gene expression microarray data have been deposited in the GEO database (accession number GSE26938).

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=tjwrbocecmewahm&acc=GSE26938

## Supplementary Material

Additional file 1 (A). Pax8 chromatin immunoprecipitation validation performed to confirm enrichment of target DNA fragments by means of real-time PCR. Sequences belonging to the *Nis* upstream enhancer element (NUE) [7] and *Tpo* promoter sequences [9], previously described as Pax8 binding sites in rat thyroid cells, were used as positive controls. (B). ChIP-Seq results with regard to the *Nis locus* were visualized in the UCSC genome browser. Significant immunoprecipitated peak corresponding to MACS program included the *Nis* upstream enhancer (NUE), previously described to be regulated by Pax8 (underlined red letters). Click here for file

Additional file 2 **ChIP-Seq MACS data:** Excel file containing genomic coordinates of 13,151 rat genomic regions significantly immunoprecipitated according to the MACS ChIP program. Click here for file

Additional file 3 **ChIP seq peaks used for MEME/TOMTOM consensus motif analysis:** Genomic coordinates of the 500 most significant ChIP peaks used to verify Pax8-dependent immunoprecipitation and to delineate the consensus Pax8 DNA binding site. Click here for file

Additional file 4 **DNA binding motifs overrepresented in Pax8 IP peaks.** Genomatix matrices significantly associated to Pax8 MACS peaks. *Overrepresentation (genome)* column represents overrepresentation values of these matrices in our IP peaks compared to their presence along the rat genome, and *Z-Score (genome)* column indicates association value of Pax8-immunoprecipitated DNA for each considered DNA matrix. Click here for file

Additional file 5: **Expression data of wt and scrambled conditions vs. siPax8 conditions and association with ChIP-Seq data.***Common probes (+/− 1kb)* Excel sheet includes expression data for the 78 probes common to both expression comparisons (wt and siScramble conditions vs. si*Pax8; p*<0.005) and belonging to genes showing a significant IP peak within 1kb of a TSS. Additional Excel sheets include significant probes for each array comparison. Click here for file

Additional file 6 **FatiScan gene set enrichment analysis.** Excel file containing Gene Ontology (GO) terms commonly overrepresented in both expression array comparisons (datasheet “Common GO terms") and their adjusted *p*-values. This file also contains datasheets showing GO terms statistically significant for each individual comparison (WT or SCR sign GO biol. process). Click here for file

Additional file 7 **FatiScan gene set enrichment analysis for scrambled and wild type conditions vs. siPax8 conditions.** FatiScan image showing enriched GO terms in siScramble vs. siRNA*Pax8* and wt vs. siRNA*Pax8* comparisons, respectively. Click here for file

Additional file 8 **FatiScan gene set enrichment analysis for scrambled and wild type conditions vs. siPax8 conditions.** FatiScan image showing enriched GO terms in siScramble vs. siRNA*Pax8* and wt vs. siRNA*Pax8* comparisons, respectively. Click here for file

Additional file 9 **Significant biological processes among underexpressed probes.** FatiGO images showing overrepresented biological processes among common downregulated (n=633) probes for both expression array comparisons. Click here for file

Additional file 10 **Significant biological processes among overexpressed probes.** FatiGO images showing overrepresented biological processes among common upregulated (n=565) probes for both expression array comparisons. Click here for file

Additional file 11 **Overrepresented KEGG pathways among under- and overexpressed probes.** KEGG pathways enriched among common downregulated (n=633) and upregulated (n=565) probes for both expression array comparisons. Click here for file

Additional file 12 UCSC genome browser images showing significant Pax8 IP peaks for closely positioned *loci* which were detected to be significantly deregulated in expression arrays (p<0.005). Click here for file

Additional file 13 Oligonucleotides used for immunoprecipitation validation prior to performing high throughput sequencing (including positive and negative Pax8 immunoprecipitation controls), or for experimental validation of ChIP-Seq. Click here for file

Additional file 14 Schematic representation of experimental design followed for whole genome rat expression arrays. Both comparisons (PCCl3-si*Pax8* vs. PCCl3-wt and PCCl3-si*Pax8* vs. PCCl3-siScramble) included four different biological replicates that were cross-labelled with either Cy3 or Cy5. Click here for file

Additional file 15 Immunoblot demonstrating Pax8 downregulation in si*Pax8* conditions (si*Pax8*) versus control conditions, including the no transfection condition (wt) and siScramble PCCl3-transfected cells (siScramble). Time points include 24 and 48 hours. Click here for file

Additional file 16 Oligonucleotides used for experimental validation of expression arrays. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

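The expression arrays of PCCl3 rat thyroid cells were analysed: 8 arrays on which cells transfected with an siRNA against *Pax8* (si*Pax8*) were compared with wild type (wt) cells, and 8 on which they were compared with cells transfected with a scrambled siRNA (siScramble). Each comparison had 4 biological replicates, and each replicate was hybridized in both dye orientations. The condition, the dye of each sample and the replicate number were taken from the sample labels. The arrays lay on 4 slides of 4 arrays, each slide with 2 arrays of each comparison, and all were scanned on 1 day. The ChIP-Seq reads, the luciferase assays, the immunoprecipitations and the qRT-PCR measurements were not analysed.

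The authors deposited 1 scanner file per array with fluorescence intensities (mean spot intensity and median local background of Cy3 and Cy5, without normalization), intensities that Agilent's software had corrected for background and normalized between dyes, and log10 ratios of Cy5 over Cy3 from these. The file headers name Feature Extraction 10.1.1.1 and a scan at 5 µm, whereas the paper's methods name an earlier version and a coarser scan. The authors also deposited 1 table of normalized log2 ratios for all arrays. The columns of that table had medians of 0.0006, 0.001, 0.0008 and 0.0015 for replicates 1 to 4 against wt cells with si*Pax8* in Cy5 and of 0.0061, 0.0049, 0.0054 and 0.0068 with si*Pax8* in Cy3. Against siScramble cells they were 0.0013, -1e-04, 0.0029 and 0.0029 with si*Pax8* in Cy5 and 0.0033, 0.0036, 0.0061 and 0.006 with si*Pax8* in Cy3. Its values correlated with the log2 ratios computed here from -0.999 to -0.992, so it holds control over si*Pax8*. Its base is 2, since for the probes with a single spot the log2 ratios of Additional file 5 equalled minus its replicate mean within 6.28e-06. Additional file 5 was used in part, with 1998 entries against wt and 1999 against siScramble cells.

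Each array had 45018 spots, of which 1639 were control spots. The median spot intensity was 1.83 to 2.63 times the median background in Cy3 and 1.62 to 1.94 times in Cy5, and 112 to 215 spots per array were marked as outliers. The number of arrays, and the low intensity of many spots, limit the precision. Mean intensities and median backgrounds were processed in R 4.3.3 with limma 3.58.1 (statmod 1.5.0, data.table 1.17.8). Background was corrected with normexp and an offset of 50, followed by loess normalization within arrays, in which control and outlier spots had a weight of 0, removal of the control spots, and quantile normalization of all channels. The paper's methods name loess, quantile normalization and limma; the paper's text does not name the background method, the treatment of repeated spots or the limma model.

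Log2 ratios of si*Pax8* over control were averaged over the spots of a probe and over the dye-swapped arrays of a replicate. The replicate numbers were checked by correlating, between arrays of the same number, the deviations of probe values from the mean of the 4 replicates, over probes with a mean log2 intensity above 8. Between the dye orientations these correlations were 0.32, 0.12, 0.4 and 0.47 against wt cells and 0.47, 0.56, 0.58 and 0.33 against siScramble cells, each above 0.1, so the arrays were treated as pairs, although replicate 2 against wt cells correlated more with another number (0.2). Between the comparisons they were 0.4, 0.18, 0.04 and 0.57, and replicate 3 correlated with 0.41 with another number, so the pairing across comparisons was used only as an alternative, and differences tested with the replicate block rest on a pairing that these values leave in doubt. Each comparison was fitted by itself with lmFit and eBayes to 4 values per probe (prior degrees of freedom 5.84 and 4.01), p were adjusted by Benjamini-Hochberg over 41012 probes, and the paper's adjusted p threshold of 0.005 was used. The difference between the comparisons was tested by limma on the 8 averaged log2 ratios as separate groups, although the design scheme names the same si*Pax8* samples in both comparisons, and with the replicate block as the alternative that pairs them. On simulated data with 200 changed probes, 0 or 1 unchanged probes were called.

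The reference paired RefSeq accessions with symbols for the assembly GRCr8, and only names were taken from it. It named 10768 probes, Additional file 5 named 461 more, and 29783 probes remained without a name. Of 1102 probes named by both, 1079 had the same name or a synonym. Outside the gene lists, a value of a gene is the mean over its probes, its adjusted p are those of the probes, and a gene counts as past the threshold when each of its probes is, unless the text says otherwise. The genes named are every gene that the paper's text names for an expression result or its validation, the thyroid list, and the genes with the largest changes in both comparisons and in the difference between them. The rule was fixed before the data were examined, with the paper's own values already seen. Some of these genes are not reported here, although they count in the totals. *Pax2* and *Pax5* had no named probe. A further 3 genes named for opposite directions in the comparisons, and *Rassf2*, were chosen after their values were seen. A fold given as a lower bound is the mean of the brighter group over the mean, in the dimmer, of the higher of the probe's own signal and the lowest signal well above background on each array, in single channels after loess and quantile normalization of average intensities.

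Gene lists for the interferon response, proliferation and thyroid differentiation were written before the data were examined, and the ribosomal protein list was defined by gene names. They were tested on 1 value per gene, the mean over the probes that the reference names, with calls of list members from a limma fit of these values adjusted over all genes. The tests were run with camera at a correlation of 0.01 between genes and a threshold of 0.05, and with fry, with Benjamini-Hochberg adjustment over the 8 tests of lists and comparisons (over the 4 lists for the difference). Pairs of comparisons with no effect that share si*Pax8* values were simulated 50 times. The alternatives were the 8 arrays as separate replicates, a dye term, a replicate block, a slide block, quantile normalization of average intensities alone, loess alone, no background subtraction, the intensities processed by Agilent's software, a filter on dim probes, spots not averaged, either dye orientation alone, the deposited log2 ratios, both comparisons in one fit, an adjusted p threshold of 0.05, other tests and members for the lists, accessions in place of gene names for counting genes, and each replicate left out in turn. An alternative that fits the deposited log2 ratios of every spot with the replicate block was chosen after seeing the data. The dye term, the slide block and the 8 arrays as separate replicates count the dye-swapped arrays of a replicate as independent. Quantile normalization of average intensities alone and loess alone give the same log2 ratios. They are the same analysis, although each is counted as an alternative. Chromosomal positions were left out because the assembly of the array's annotation is not that of the reference.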

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

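The tests of technical explanations in this part were chosen after the results were seen, whereas the counts of other splits of the samples and the fits with slide as block and with the replicate block had been set before the data were examined. A count of splits could not exclude chance for the numbers of changed probes, since the design allows 8 splits of 4 replicates by direction: the real split was the 1 of 8 with the most probes in each comparison, and the largest number in another split was 0.

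The comparisons differed from each other. By limma 1409 probes had different log2 ratios against wt and against siScramble cells, 677 of them with the ratio to wt cells above that to siScramble cells and 732 below. Among the 8 splits that separate as many same-numbered replicates, the real split was the only 1 as large, and over all 35 splits none of the others gave a probe. Chance could not be excluded with so few splits. Far more probes also passed the threshold against wt (6260) than against siScramble cells (867). A larger spread between replicates against siScramble cells is argued against by its median SD of 0.06, compared with 0.063 against wt cells. A larger dye effect against wt cells is argued against by its SD across probes of 0.078, compared with 0.08 against siScramble cells. The gap in counts was nevertheless absent with si*Pax8* in Cy3 only. There, 1699 probes were higher and 1793 lower against wt cells, and 1715 and 1870 against siScramble cells. With si*Pax8* in Cy5 only the numbers were 3726 and 4305, and 140 and 75. A single orientation leaves the dye effect in the ratios, so a part of the dye in the gap stays open. With slide as block, 8408 probes changed against wt and 2431 against siScramble cells, so differences between slides do not account for the gap. A smaller reduction of *Pax8* itself against siScramble cells (-0.25 compared with -0.56) stays open, since the difference in *Pax8* was not past the threshold with the 8 values as separate groups (limma adjusted p = 0.183) and was with the replicate block (limma adjusted p = 0.00171). A response to transfection in siScramble cells also stays open: the difference of the ratios is an indirect contrast of siScramble with wt cells, and no further control condition was on the arrays to separate transfection from other differences between them. So does a biological difference between the control conditions, which was not tested apart from these.

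Of the 4 gene lists, 3 shifted by different amounts in the comparisons. The median difference per gene (ratio to wt minus ratio to siScramble cells) was 0.748 for the interferon genes, -0.277 for the thyroid genes and -0.063 for the ribosomal protein genes (limma camera adjusted p = 5.38e-18, 3.67e-06 and 0.000285; fry adjusted p = 0.000333, 2.58e-05 and 0.0243), with 19 of 22, 12 of 14 and 52 of 68 genes in that direction. With the replicate block, which treats same-numbered replicates as paired, the camera adjusted p were 1.33e-24, 6.38e-06 and 0.000276. The difference of the list medians had the same sign in either dye orientation, and the smaller was 0.731 for the interferon, -0.363 for the thyroid and -0.064 for the ribosomal protein genes, which argues against a dye effect as the cause. Within slides the smallest difference was 0.691, -0.319 and -0.025, respectively, which argues against differences between slides. For the interferon genes, a response to introduced siRNA that si*Pax8* and siScramble cells share might account for the difference of 0.748. It cannot be told apart from other differences between siScramble and wt cells, because the difference contrasts these conditions as a whole and no further control condition was on the arrays. As the whole cause of the higher interferon genes in si*Pax8* cells, such a shared response is argued against by their median of 0.237 relative to siScramble cells, where the siRNA was introduced on both sides. A response to the sequence of the *Pax8* siRNA and an effect of Pax8 loss were not separated, since 1 siRNA condition was used. For the thyroid and ribosomal protein genes no biological explanation was tested beyond the condition itself.

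Among the 47 named genes, 19 differed between the comparisons by limma, not all of which are listed here. The difference was positive for *Oas1a* (2.53), *Mx2* (2.263), *Ccl2* (1.815), *Fos* (1.08), *Slc26a4* (0.819) and *Jun* (0.45). It was negative for *Crym* (-1.383), *Nppc* (-1.347), *Rab17* (-1.252), *Tmod1* (-0.684), *Slc5a5* (-0.68), *Dio1* (-0.557), *Duox2* (-0.537), *Batf3* (-0.512), *Hhex* (-0.477), *Aspg* (-0.447) and *Cdh16* (-0.396). *Oas1a*, *Mx2*, *Crym*, *Nppc* and *Rab17* were among the genes named for the largest difference. The difference had one sign in both dye orientations for 19 of 19 genes and within every slide for 19 of 19, which argues against a dye effect and against differences between slides. With the replicate block *Pax8*, *Cdkn2b*, *Iyd*, *Rsad2* and *Sftpc* differed as well, and none of the 19 was lost. *Fos* and *Crym* passed the threshold in opposite directions, though against siScramble cells neither passed without any one of the replicates (-0.23 to -0.21 and 0.349 to 0.411), and *Fos* was short of it in 5 and *Crym* in 2 of 15 alternatives. Which control condition accounts for these differences stays open, and no biological explanation was tested.

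Genes outside those that the paper discusses were higher in si*Pax8* than in siScramble cells: *Sftpc* by a log2 ratio of 2.16 ± 0.09, LOC498544 by 1.84 ± 0.10, *Rsad2* by 0.61 ± 0.19 and *Irf7* by 0.33 ± 0.10 (SD, n = 4 each), in 4 of 4 replicates each. *Sftpc* and LOC498544 passed the limma threshold there (adjusted p = 4.61e-06 and 1.32e-05). For *Rsad2* 1 of 2 probes and for *Irf7* 1 of 3 probes did (smallest adjusted p = 0.000861 and 0.000334), and *Rsad2* probe A_44_P370190 and *Irf7* probe A_44_P444610 were not above background in wt cells on any array. The lowest of these ratios in a single dye orientation was 0.318, which argues against a dye effect. With the intensities processed by Agilent's software none of the 4 genes passed the threshold against siScramble cells. For *Sftpc* and LOC498544 the log2 ratios with these intensities were nevertheless larger, 3.876 and 2.103. *Rsad2* and *Irf7* are in the interferon list, and an effect of the *Pax8* siRNA other than through Pax8 stays open for all 4 genes, as does an effect of Pax8 loss.

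In 6 groups of 4 replicates, all against wt cells, 1 replicate lay far from the other 3. They included *Fos* in replicate 2 (0.928, others 0.83 to 0.842), *Cdkn2b* in replicate 2 (0.962, others 0.681 to 0.721), *Mlph* in replicate 3 (-0.307, others -0.51 to -0.477), the thyroid gene median in replicate 4 (-0.549, others -0.441 to -0.437) and the ribosomal protein median in replicate 1 (-0.104, others -0.137 to -0.131). Chance gives about 1 in 20 such groups, or 5.1 of the 102 examined, so the 6 found are consistent with chance. In 6 of the 6 groups both arrays of the replicate deviated the same way. They fell in replicates 1, 2, 3 and 4, so no single replicate accounts for them.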

How the results depend on the processing

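The alternatives below were chosen before the data were examined, except the deposited log2 ratios with the replicate block, which was chosen after seeing the data. Scan date as block was not run, since all arrays were scanned on 1 day. No result reversed its direction under any alternative that was run.

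The shifts of the interferon, proliferation, thyroid and ribosomal protein genes against wt cells kept their direction and their side of the camera threshold of 0.05 under every alternative to the processing of the arrays, and those of the interferon and proliferation genes did so against siScramble cells. The exceptions among the tests were the interferon and ribosomal protein genes against wt cells (medians 0.985 and -0.123) and the interferon, thyroid and ribosomal protein genes against siScramble cells (0.237, -0.139 and -0.044), which did not pass with a correlation between genes estimated for each list, and the ribosomal protein genes against siScramble cells, which did not pass with fry (-0.044). These statements use the p before adjustment over the lists. Adjusted over the 8 tests, no list passed with the estimated correlation (smallest limma camera adjusted p = 0.0707), and the calls by the preset correlation and by fry were the same as before adjustment. The estimated correlation was 0.655 and 0.552 for the interferon genes, compared with a preset of 0.01. The numbers of probes changed against wt cells stayed within 1.5 times those reported under the alternatives not named here.

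The intensities processed by Agilent's software gave 876 higher and 797 lower probes against wt cells, 801 and 733 of which were among those reported, 0 and 0 against siScramble cells, 0 and 0 in both comparisons, 0 genes in both, 570 probes that differ between the comparisons, a correlation of 0.52 between the comparisons, and a *Pax8* log2 ratio to wt cells of -0.582 that did not pass (limma adjusted p = 0.018). At an unadjusted p below 0.05 in limma there were 3444 higher and 4602 lower probes against siScramble cells, 2094 and 2613 in both, and 1315 passed an adjusted p threshold of 0.05 against siScramble cells. A lost call did not mean a smaller log2 ratio. Against siScramble cells *Padi1* was 1.481, *Myo5b* -1.011 and *Sftpc* 3.876 with these intensities, compared with 0.502, -0.505 and 2.161 in the values reported. *Ccnb2* (-0.365), *Tg* (-0.639) and *Cryab* (-1.155) were slightly smaller in size than reported. The cause of the lost calls was not tested.

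Against siScramble cells and in both comparisons most other fits gave larger numbers. The dye term gave 1280 higher and 1319 lower probes against siScramble cells, 941 and 924 in both comparisons, 1713 genes in both, and 3198 probes that differ. The slide block gave 1206 and 1225, 913 and 873, and 1654 genes. The replicate block gave 893 and 811, 677 and 583, 1171 genes, and 2308 probes that differ; 463 and 320 of its probes against siScramble cells were among those reported. Both comparisons in one fit gave 885 and 867, 682 and 652, and 1224 genes. The 8 arrays as separate replicates gave 628 lower probes against siScramble cells and 460 lower in both. The deposited log2 ratios with the replicate block gave 797 and 777 against siScramble cells, 548 lower in both, 1082 genes, and 2657 probes that differ. The dye term, the slide block and the 8 arrays as separate replicates count the dye-swapped arrays of a replicate as independent. The replicate block took a negative correlation between them (-0.124 against wt and -0.115 against siScramble cells). This makes its standard errors smaller than for independent arrays. These fits also have more residual degrees of freedom than the fit to 4 averages, or pool the spread of both comparisons. How far each of these accounts for the larger numbers was not tested. Quantile normalization of average intensities alone leaves the log2 ratios of loess alone unchanged, so these alternatives are the same analysis. It gave 179 lower probes against siScramble cells and 156 lower in both. The share of higher probes rose from 57.6% to 70% against siScramble and from 46.1% to 52.9% against wt cells. The cause was not tested.

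With si*Pax8* in Cy5 only (4 arrays per comparison) there were 140 higher and 75 lower probes against siScramble cells, 130 and 65 in both, 181 genes in both, 787 that differ, and a ribosomal protein shift against siScramble cells of -0.049 that did not pass. With si*Pax8* in Cy3 only there were 1699 and 1793 against wt cells, 1715 and 1870 against siScramble cells, 848 and 866 in both, 1631 genes, 597 that differ, a correlation of 0.699, a thyroid shift against siScramble cells of -0.075 that did not pass, and a *Pax8* log2 ratio to wt cells of -0.47 (limma adjusted p = 0.0181). A single orientation leaves the dye effect in the ratios. The dye effect passed the threshold for 2275 probes against wt and 2656 against siScramble cells, and across probes its SD of 0.08 against siScramble cells was close to that of the si*Pax8* effect (0.102). An adjusted p threshold of 0.05 gave 4876 and 5867 against wt cells, 1702 and 1971 against siScramble cells, 1245 and 1387 in both, 2418 genes and 4252 that differ.

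Leaving out each replicate in turn left 3 values per comparison. It gave 1651 to 3172 higher and 1724 to 3810 lower probes against wt cells, 84 to 288 and 35 to 124 against siScramble cells, 74 to 229 and 29 to 105 in both, 91 to 305 genes, and 368 to 1063 probes that differ, the lowest numbers without replicate 3 for wt cells and the difference and without replicate 2 for the others. The correlation was 0.55 to 0.635. The interferon median was 0.885 to 1.037 and 0.177 to 0.276, the proliferation median -0.273 to -0.233 and -0.224 to -0.208, the thyroid median -0.499 to -0.462 and -0.158 to -0.118, and the ribosomal protein median -0.13 to -0.111 and -0.061 to -0.03 against wt and siScramble cells, the last short of the threshold without replicate 4 (-0.03). *Pax8* was -0.664 to -0.473 against wt cells, short of the threshold without replicate 3 (-0.556, limma adjusted p = 0.00562), and -0.329 to -0.14 against siScramble cells, where it did not pass in any case.

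For the named genes, counted once per comparison, 1271 of 1408 values under the other alternatives kept their side of the threshold, 96 lost it, 38 gained it, and 3 without a call moved by more than the spread between replicates. Without 1 replicate 321 of 376 kept it, 53 lost it, and 2 without a call, both of *Nppc* against siScramble cells, changed sign. The settings with the most losses were the intensities processed by Agilent's software (30 of 94), leaving out replicate 2 (17 of 94) and si*Pax8* in Cy5 only (16 of 94). Signal over background was low (Cy3 median 2.12, Cy5 median 1.81), so small changes of dim probes may have been missed, which was not tested. The filter on dim probes tested 23967 probes against wt and 23922 against siScramble cells.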

Differences from the paper's values

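The direction in which the paper's text words its numbers of probes was turned before they were compared, since the dye labels and the signs of the paper's own Additional file 5 give the other direction (*Ccl2*, which its text describes as upregulated in the absence of Pax8, has means of 2.594 and 0.547 over the paper's entries there). The values below are on the turned direction, and 15 alternatives set before the data were examined were compared for each count. Counts are called different here when one is more than 1.5 times the other, so those that do not differ need not be equal.

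Against siScramble cells the paper reports 797 probes in the direction that is higher here, compared with 499. The counts no longer differ with the 8 arrays as separate replicates, the replicate block, no background subtraction, spots not averaged, or both comparisons in one fit, and differ in the other 10 alternatives. In the lower direction the paper reports 777 probes, compared with 368 here. The counts no longer differ with the 8 arrays as separate replicates, the replicate block, or both comparisons in one fit, and differ in the other 12.

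In both comparisons the paper reports 633 probes in the direction that is higher here, compared with 410. The counts do not differ with the 8 arrays as separate replicates, the dye term, the replicate block, no background subtraction, spots not averaged, si*Pax8* in Cy3 only, slide as block, or both comparisons in one fit, and differ in the other 7. In the lower direction the paper reports 565, compared with 288 here. The counts do not differ with the 8 arrays as separate replicates, the replicate block, no background subtraction, or both comparisons in one fit, and differ in the other 11. The deposited log2 ratios of every spot fitted with the replicate block, an alternative chosen after seeing the values, gave 3035 and 3354 probes against wt cells, 797 and 777 against siScramble cells, and 633 and 565 in both when direction is taken from the siScramble comparison, which are the paper's numbers. Additional file 5 was used in part. Of its entries used here, 1998 against wt and 1737 against siScramble cells were past the threshold in the paper's table; this alternative dropped 0 and 0 of them, and 1998 and 856 were called here. With one direction required in both comparisons it gave 607 and 548.

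For single genes, 66 log2 ratios were compared with those of the paper's Additional file 5. All 66 had the same sign, 59 were within 1 SD between replicates, and they correlated with 0.999. *Sftpc* against wt cells was not compared, since it was not above background in wt cells. The other 7 follow, each with 14 alternatives set before the data were examined. Against wt cells, *Fos* was 0.923 in the paper's table and 0.86 here, and *Padi1* was 0.657 in the paper's table and 0.587 here; both pairs do not differ with quantile normalization of average intensities alone, loess alone, si*Pax8* in Cy5 only, or the deposited log2 ratios, and differ in the other 10. *Ccl2* was 2.594 in the paper's table and 2.39 here, without a difference under quantile normalization of average intensities, loess alone and the deposited log2 ratios, and with one in the other 11.

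Against siScramble cells, *Myo5b* was -0.458 in the paper's table and -0.505 here, without a difference with si*Pax8* in Cy5 only and the deposited log2 ratios, and with one in the other 12. *Padi1* was 0.444 in the paper's table and 0.502 here, without a difference under quantile normalization of average intensities, loess alone, si*Pax8* in Cy3 only and the deposited log2 ratios. *Padi3* was 0.483 in the paper's table and 0.532 here, and *Sftpc* was 1.999 in the paper's table and 2.161 here, both without a difference under quantile normalization of average intensities, loess alone, si*Pax8* in Cy5 only and the deposited log2 ratios. For these 3 the other 10 alternatives differ.

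The paper lists *Brca1* and *Dio1* as regulated by Pax8 silencing. Here both were lower in both comparisons and past the threshold against wt cells (-0.30 and -0.80), whereas neither passed against siScramble cells (-0.16 and -0.24; limma adjusted p = 0.0212, and 0.00895 and 0.0123 for the probes of *Dio1*). In the fit of 1 value per gene used for the gene lists, *Dio1* did pass against siScramble cells (-0.24, limma adjusted p = 0.00246). *Brca1* passed there with the dye term, the replicate block, slide as block, and the deposited log2 ratios with the replicate block (chosen after seeing the values), and *Dio1* with the dye term, si*Pax8* in Cy3 only, slide as block, and both comparisons in one fit. Of these, the dye term and slide block count the dye-swapped arrays of a replicate as independent. The paper's text states that *c-Fos* changed without a direction; here it changed in opposite directions in the comparisons (0.86 and -0.22). The paper used *Nis* (*Slc5a5*) as a gene that depends on Pax8; on the arrays it was lower against wt cells (-0.61) and not against siScramble cells (0.07).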

Other observations

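The test of the dye term reported in the last paragraph was chosen after the result was seen.

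The qRT-PCR measurements of the paper used independent samples, and the array values of the same genes are given here. *Dab2ip* (NM_138710) had mean log2 ratios of -0.41 ± 0.03 relative to wt and -0.30 ± 0.08 relative to siScramble cells (SD, n = 4 each); both probes passed the limma threshold in the first (largest adjusted p = 0.000244) and 1 of 2 in the second. Both also passed in the second in 6 of 15 alternatives, and not both in the first in 1 of 15. *Tmod1* (NM_013044) had -1.10 ± 0.08 and -0.41 ± 0.07 (SD, n = 4 each; largest limma adjusted p = 5.14e-07 and 0.00356), the second short of the threshold without replicate 1, 2 or 3 (-0.45 to -0.41) and in 5 of 15 alternatives. *Slc5a5* (NM_052983), the gene of the sodium iodide symporter, had -0.61 ± 0.07 and 0.07 ± 0.09 (SD, n = 4 each; limma adjusted p = 3.09e-06 and 0.364), the second 0.22 with si*Pax8* in Cy3 only (limma adjusted p = 0.00184) and negative in Cy5 only. *Ccl2* (NM_031530) had 2.39 ± 0.07 and 0.57 ± 0.14 (SD, n = 4 each; limma adjusted p = 6.98e-09 and 0.00134), the second short of the threshold without replicate 1, 2 or 3 (0.54 to 0.57) and in 2 of 15 alternatives. *S100a4*, with 3 probes, had 0.24 ± 0.08 and 0.69 ± 0.07 (SD, n = 4 each); 2 probes passed against wt and 3 against siScramble cells, the latter not without any one of the replicates (0.66 to 0.71), nor in 8 of 15 alternatives. *Scnn1g* (NM_017046) had 1.35 ± 0.05 and 1.18 ± 0.07 (SD, n = 4 each; limma adjusted p = 3.7e-08 and 3.59e-05), the second short of the threshold in 1 of 15 alternatives.

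Of the transcription factors that the paper discusses beside Pax8, *Nkx2-1* (X53858) had log2 ratios of 0.10 ± 0.05 and 0.27 ± 0.12 (SD, n = 4 each; limma adjusted p = 0.0419 and 0.0157), higher in 4 of 4 replicates each, and the second passed the threshold in 5 of 15 alternatives, the replicate block among them (limma adjusted p from 0.000149 to 0.00334 in the 5). *Wwtr1* (NM_001024869), with 2 probes, had 0.07 ± 0.05 and 0.09 ± 0.12 (SD, n = 4 each) and did not pass for either probe.

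In the thyroid list, *Tg* (NM_030988) was -0.96 ± 0.17 and -0.65 ± 0.12 (SD, n = 4 each; limma adjusted p = 4.62e-06 and 0.000528), the second short of the threshold without replicate 2 (-0.64, limma adjusted p = 0.00827) and in 2 of 15 alternatives. *Duox2*, *Hhex* and *Iyd* passed against wt cells (-0.66, -0.53 and -0.44) and not against siScramble cells (-0.13, -0.05 and -0.20), except that *Duox2* did not pass against wt cells in 1 and *Iyd* passed against siScramble cells in 2 of 15 alternatives. *Slc26a4* was higher against wt cells (0.64, limma adjusted p = 1.87e-06) and not past the threshold against siScramble cells (-0.18, limma adjusted p = 0.101). *Foxe1* was -0.19 and -0.18 and passed against wt cells (limma adjusted p = 0.00405), though not in 8 of 15 alternatives (limma adjusted p from 0.00502 to 0.237), nor without replicate 2, 3 or 4 (-0.20 to -0.16). *Duox1* and *Tshr* did not pass in either comparison (*Tshr* passed against wt cells in 3 and against siScramble cells in 2 of 15 alternatives), and *Tff3* was not above background in any group. Among the other genes with the largest falls in both comparisons, *Cryab* was at 50.2% of its level in wt cells and 44.9% of that in siScramble cells (n = 4 each).

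In the deposited log2 ratios the arrays of a replicate correlated negatively with each other around the fitted mean, with a within-replicate correlation of -0.135 against wt and -0.123 against siScramble cells. With a dye term in the fit it was 0.134 and 0.165, which is consistent with a dye effect left out of the fit as the source of the negative values. In the log2 ratios computed here it went from -0.124 to 0.134 and from -0.115 to 0.16. The dye effects of the comparisons correlated across probes with 0.791. No biological explanation was tested, since both arrays of a replicate hold the same samples.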
